# Prespecified dental mesenchymal cells for the making of a tooth

**DOI:** 10.1038/s41368-025-00391-7

**Published:** 2025-10-09

**Authors:** Eun-Jung Kim, Hyun-Yi Kim, Suyeon Lee, Junsu Kim, Shujin Li, Anish Ashok Adpaikar, Thantrira Porntaveetus, Senthil Kumar Baskaran, Jong-Min Lee, Han-Sung Jung

**Keywords:** Developmental biology, Anatomy

## Abstract

Positional information plays a crucial role in embryonic pattern formation, yet its role in tooth development remains unexplored. In this study, we investigated the regional specification of lingual and buccal dental mesenchyme during tooth development. Tooth germs at the cap stage were dissected from mouse mandibles, and their lingual and buccal mesenchymal regions were separated for bulk RNA sequencing. Gene ontology analysis revealed that odontogenesis, pattern specification, and proliferation-related genes were enriched in the lingual mesenchyme, whereas stem cell development, mesenchymal differentiation, neural crest differentiation, and regeneration-related genes were predominant in the buccal mesenchyme. Reaggregation experiments using Wnt1^creERT/+^; R26R^tdT/+^ and WT mouse models demonstrated that lingual mesenchyme contributes to tooth formation, while buccal mesenchyme primarily supports surrounding tissues. Furthermore, only the lingual part of tooth germs exhibited odontogenic potential when cultured in vitro and transplanted under the kidney capsule. Bulk RNA transcriptomic analysis further validated the regional specification of the lingual and buccal mesenchyme. These findings provide novel insights into the molecular basis of positional information in tooth development and pattern formation.

## Introduction

Tooth development is a dynamic process encompassing the stages of the bud, the cap, and the bell, followed by root development, and subsequent tooth eruption.^1^ Bud-to-cap transition, mediated by epithelial-mesenchymal interactions, determines the fate of the cell based on positional information via cytokines/growth factors.^2,3^ With the onset of tooth development, the odontogenic potential shifts to the dental mesenchyme prior to epithelial morphogenesis at the bud stage.^4,5^ Since dental mesenchyme is primarily important in the early stage of tooth development, its odontogenic potential after the cap stage must be explored and in-depth characterization should be carried out to gain more insight into this specific subject.

Tooth has been extensively studied for patterning and associated factors, such as molar vs. incisor, tooth number, tooth size, cuspal size, and shape, etc.^6–8^ Additionally, differences in critically conserved signaling molecules have been reported to determine the shape of the incisors, canines, premolars, and molars along the anterior–posterior jaw axis.^9–11^ Heterospecific recombination and reaggregation techniques involve studying the macro patterning and micropatterning of the tooth including tooth size and tooth number, and the cusp size and cusp number, respectively, in an individual tooth.^7^ Furthermore, positional information refers to the cells acquiring positional identities and interpreting their unique positions to give rise to differential spatial patterns based on the gradients of morphogens, which are diffusible signaling molecules produced by the cells.^12–14^ This positional information is related to pattern formation, which refers to the process by which cells create spatial patterns based on their position.^12^ The evidence of positional information has been reported in the antennae and legs of a Drosophila.^15^ However, positional information in the dental mesenchyme is yet to be studied during tooth development.

Teeth grow typically in a buccal, lingual, anterior, and posterior directions. During tooth development, tooth germs develop differentially depending on the genes expressed on the lingual-buccal side. It is known that cusps are patterned from buccal to lingual side, which is driven by antagonistic Bmp4-Osr2 expression pathways.^16–18^ Tooth replacement in vertebrates is initiated from the end of the dental lamina, known as the successional dental lamina.^19^ Sox2 is a transcription factor expressed in the lingual part of successional dental lamina, marking epithelial competence for tooth development in mammals and reptiles.^19,20^ Studies indicate that Npnt plays a localized role in the basement membrane on the buccal side of the tooth germ and regulates the expression pattern of Sox2.^21^ The dental lamina splits off from the lingual side of the replaced tooth for subsequent tooth renewal.^22^ Although some gene expression patterns in the lingual-buccal side of tooth germs during tooth development are well-known during tooth development, its positional characteristics in the dental mesenchyme have not been studied adequately. Therefore, an understanding of lingual-buccal differences is vital.

In this study, we aimed to identify the characteristics and differences between the lingual and buccal sides of tooth germs, a research that has the potential to significantly impact our understanding of tooth development. To achieve this objective, tooth germs were cut in the mesio-distal direction to compare gene expression between the lingual and buccal sides of the dental mesenchyme at the cap stage. We discovered the role of the unraveled gene, R-spondin1, in odontogenesis. Furthermore, we identified the cellular self-organization, where cells can remember their original position by reaggregating the dental mesenchymal cells from the lingual or buccal parts respectively. These findings provide new insights into the molecular mechanisms underlying tooth development and highlight the importance of positional information in the dental mesenchyme, paving the way for future studies on tooth patterning and regeneration.

## Results

### Temporal transcriptomic information of dental mesenchyme at cap and bell stage

To identify the temporal transcriptomic information of the dental mesenchyme, it was isolated from the cap and bell stages and RNAs were collected for bulk RNA sequencing. 

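The undivided dental mesenchyme was sequenced in 3 libraries at the cap stage (E13) and 3 at the bell stage (E15). The authors deposited the number of read pairs they counted on each of 56748 genes, without normalization, for all 24 libraries of the study. They counted read pairs over exons with Subread, against an Ensembl annotation of GRCm39 and without regard to strand. Read pairs that mapped to several places or overlapped several genes were left out of the counts, so genes with near-identical copies and genes that overlap on either strand are undercounted. Between 20581720 and 27863362 read pairs per library were counted on genes at the cap stage, with a median of 20746143, and between 23095499 and 29233888 at the bell stage, with a median of 24896180. In 1 of the cap libraries, replicate 1, the ribosomal RNA gene Rn18s-rs5 took 5.39% of the counts (95% Wilson interval 5.38% to 5.40%). A library's floor was set at 3 counts, which came to between 0.103 and 0.146 CPM (counts scaled to 1000000 per library) in these 6 libraries and covers counting error only. Counts were normalized with edgeR's TMM method and are given as normalized CPM. Differentially expressed genes (DEGs) were called with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment on the 6 libraries, at an adjusted p under 0.05 and an absolute log2 fold change over 0.5. Log2 fold changes between the stages are bell over cap, so a negative value means higher expression at the cap stage. With 3 libraries against 3, a two-sided exact permutation test of 1 gene cannot go below p = 0.10. Gene positions are the first and last exon base in GRCm39, counted from 1.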

Gene ontology (GO) analysis based on differentially expressed genes (DEG) (cap vs. bell stage, *P* < 0.05) identified 2 174 and 152 terms for the upregulated and downregulated gene groups, respectively (Supplementary Tables 1, 2). 

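Among the 20940 genes that passed edgeR's filter on low counts, 882 were higher at the cap stage and 2155 were higher at the bell stage (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 7697 genes, or 36.8% of those tested, all 3 libraries of one stage lay above all 3 of the other, where chance gives 10%. With each library left out in turn, the calls numbered from 431 to 948 at the cap stage and from 1327 to 2112 at the bell stage, and 1556 genes were called in all 6 of these fits. DESeq2 called 1109 and 2497 genes, and shared 2968 of the 3037 calls. The alternative that moved the counts most, other than the threshold on the fold, was fitting all 24 libraries together, which called 2023 genes at the cap stage and 3864 at the bell stage. With the replicate number as a block, the calls were 842 and 1949. Libraries with the same replicate number deviated together with a mean correlation across genes of 0.08 over 20018 genes and of 0.116 over the 7222 more abundant genes. With the scaling between the stages set to that of the supplementary tables, an alternative chosen after the values were seen, the calls were 587 and 2536, so that the cap stage held 18.8% of the calls against 29.04%. Of the 22 genes that the paper names or uses as a reference for this comparison, 21 were tested and 19 were called, and adjusting over those 21 genes alone called 21.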

Dot plots of GO analysis overrepresented the results of upregulated DEGs in the dental mesenchyme at the cap stage compared to the bell stage (Supplementary Fig. 1a). The major terms of GO analysis of dental mesenchyme at the cap stage are pattern specification, regionalization, regulation of neuron differentiation, anterior/posterior specification, cell fate specification, and mesenchymal differentiation (Fig. 1a, h). Genes related to pattern specification (*Alx1/3/4*) (Fig. 1b), regionalization (*Hand1*, *Wt2*, *Acvr2b*) (Fig. 1c), and cell fate specification (*Tbx3/15/18*) (Fig. 1d), were upregulated. 

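Alx4 (ENSMUSG00000040310, chromosome 2, 93472729 to 93511684) was expressed at 69.6 ± 42.9 (SD, n = 3) normalized CPM at the cap stage and 6.56 ± 0.482 (SD, n = 3) at the bell stage (log2 fold change -3.43, standard error 0.43, edgeR adjusted p = 0.00214). Alx1 (ENSMUSG00000036602, chromosome 10, 102834568 to 102866076) differed between the stages (log2 fold change -4.16, standard error 0.95, edgeR adjusted p = 0.0238), but 3 of the 6 fits that left out 1 library did not call it. Its value was 60.8 CPM in cap replicate 2, against 13.2 and 4.01 in the other cap libraries. Hand1 (ENSMUSG00000037335, chromosome 11, 57719531 to 57723644) did not pass the filter on low counts. It averaged 1.41 ± 1.63 (SD, n = 3) CPM at the cap stage, and all bell libraries were at or under the floor, so that mean expression was at least 12.6-fold higher at the cap stage. The SD of the cap libraries exceeded their mean, so this bound does not hold for each of them. Wnt2 (ENSMUSG00000010797, chromosome 6, 17988939 to 18030584), the gene that Supplementary Table 1 lists where the text has Wt2, fell from 6.76 ± 0.734 (SD, n = 3) to 1.56 ± 0.179 (SD, n = 3) CPM (log2 fold change -2.12, standard error 0.23, edgeR adjusted p = 0.00123). For Acvr2b (ENSMUSG00000061393, chromosome 9, 119231184 to 119264061), the values were 24.8 ± 7.22 (SD, n = 3) and 9.46 ± 1.44 (SD, n = 3) CPM (log2 fold change -1.41, standard error 0.25, edgeR adjusted p = 0.00863). The T-box genes Tbx3, Tbx15 and Tbx18 had log2 fold changes of -1.48, -4.49 and -3.36, with edgeR adjusted p from 0.000143 to 0.00128. In each of them every cap library was above every bell library. Of Tbx18, 20.6% of the exon bases overlap another gene, where read pairs were not counted. The 3 largest changes toward the cap stage in the comparison, by the rule set in advance, were in Hand2os1 (ENSMUSG00000100510, chromosome 8, 57734152 to 57777268), Hand2 (ENSMUSG00000038193, chromosome 8, 57774018 to 57777668) and Hbb-y (ENSMUSG00000052187, chromosome 7, 103500956 to 103502423). Hand2os1 and Hand2 were at or under the floor in all bell libraries and were at least 194-fold and 138-fold higher at the cap stage (edgeR adjusted p = 0.0326 and 0.00401). Of the 6 fits that left out 1 library, 4 did not call Hand2os1, while all 6 called Hand2. These genes overlap on opposite strands over 19.6% of the exon bases of Hand2. Most of their cap signal came from replicate 2, at 52.1 and 34.8 CPM. Hbb-y fell from 874 ± 131 (SD, n = 3) to 15.8 ± 6.36 (SD, n = 3) CPM (log2 fold change -5.80, standard error 0.36, edgeR adjusted p = 0.000223).

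**Figure D1:**
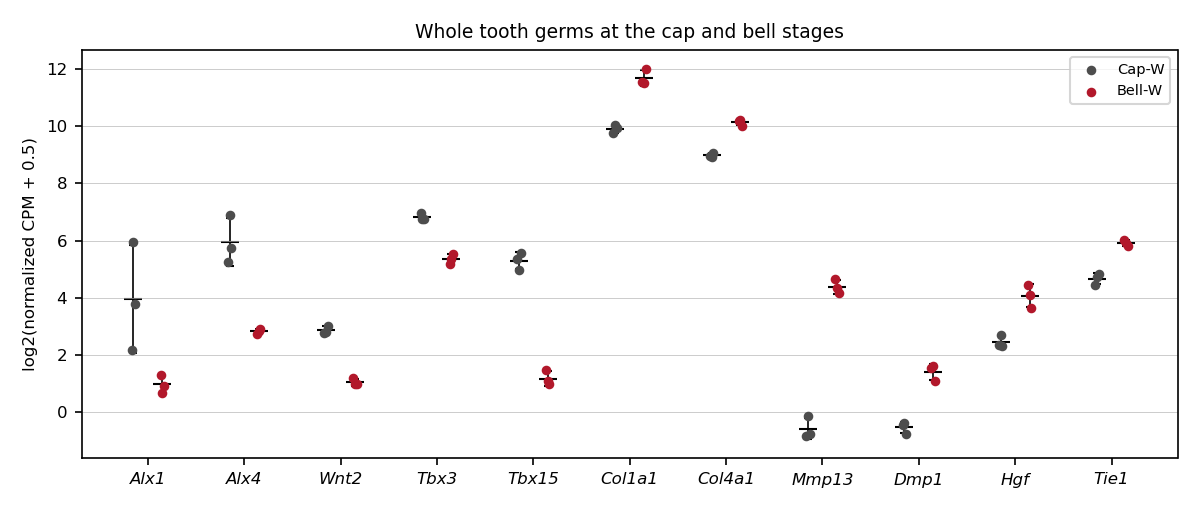
Expression of 11 genes in the undivided dental mesenchyme at the cap and bell stages, as log2 of normalized CPM plus 0.5 on the vertical axis. Points are the 3 libraries of each stage, and the black marks are the mean and SD. The 3 cap libraries lie far apart for Alx1, from 4.01 to 60.8 CPM, and close together for Tbx15.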

At the Bell stage, collagen-containing extracellular matrix, calcium ion transport, ossification, regulation of angiogenesis, positive regulation of nervous system development, epidermis development, regulation of cell growth, and skin development were annotated (Fig. 1a, h). 

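The GO annotation used for the terms was not available with the deposited data. Reactome pathways chosen to match the terms before the data were examined were therefore tested on the same libraries. Extracellular matrix organization had a mean log2 fold change of 0.83 over 207 genes, of which 170 were higher at the bell stage (limma's camera, adjusted p = 3.34e-22). With the replicate number as a block, this mean was 0.82, camera adjusted p = 1.32e-23. Collagen formation had a mean log2 fold change of 0.63 over 66 genes, of which 54 were higher at the bell stage (limma's camera, adjusted p = 4.87e-13), and 0.62 with the replicate block, camera adjusted p = 5.27e-14. Ion channel transport had a mean log2 fold change of 0.46 over 131 genes, of which 93 were higher at the bell stage (limma's camera, adjusted p = 0.000766), and 0.44 with the replicate block, camera adjusted p = 0.00097. VEGF signaling had a mean log2 fold change of 0.33 over 98 genes, of which 61 were higher at the bell stage (limma's camera, adjusted p = 0.00914), and 0.32 with the replicate block, camera adjusted p = 0.0105. Axon guidance had a mean of 0.23 over 273 genes and did not pass the threshold (camera adjusted p = 0.116, and 0.0873 with the block). The adjustment covered the 18 sets tested per comparison. With the correlation between genes estimated from the data in place of a fixed 0.01, the adjusted p of the ion channel and VEGF sets rose to 0.151 by camera. The 3 genes with the largest change toward the bell stage were Ly6d (ENSMUSG00000034634, chromosome 15, 74633905 to 74635469), Gldn (ENSMUSG00000046167, chromosome 9, 54193770 to 54249070) and Krt13 (ENSMUSG00000044041, chromosome 11, 100008153 to 100012392). Gldn rose from 0.103 ± 0.141 (SD, n = 3) to 13.5 ± 3.24 (SD, n = 3) normalized CPM (log2 fold change 6.71, standard error 0.62, edgeR adjusted p = 0.000732). Ly6d was at or under the floor in the cap libraries and at least 82.9-fold higher at the bell stage, at 10.5 ± 13.6 (SD, n = 3) CPM (edgeR adjusted p = 0.00912). That bound is for the bell mean, which its SD exceeded, so single bell libraries can lie well below it. Krt13 reached 68.1 ± 82.8 (SD, n = 3) CPM at the bell stage, where its values ranged from 19.8 to 164 (edgeR adjusted p = 0.00665). DESeq2 gave neither Ly6d nor Krt13 an adjusted p.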

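Of the collagen genes, Col1a1 (ENSMUSG00000001506, chromosome 11, 94827050 to 94843868) rose from 965 ± 93.3 (SD, n = 3) normalized CPM at the cap stage to 3381 ± 679.7 (SD, n = 3) at the bell stage (log2 fold change 1.79, standard error 0.20, edgeR adjusted p = 0.00134). Col1a2 rose less (log2 fold change 0.70, standard error 0.14, edgeR adjusted p = 0.0126), and 4 of the 6 fits that left out 1 library did not call it, nor did the fit with the replicate block (edgeR adjusted p = 0.0562). Col2a1 (ENSMUSG00000022483, chromosome 15, 97873483 to 97902576) fell from 187 ± 5.30 (SD, n = 3) to 25.7 ± 11.8 (SD, n = 3) CPM (log2 fold change -2.87, standard error 0.30, edgeR adjusted p = 0.00118). Col4a1 and Col4a2 rose, with log2 fold changes of 1.15 and 1.18 (edgeR adjusted p = 0.00142 and 0.000843). Mmp13 (ENSMUSG00000050578, chromosome 9, 7272514 to 7283331) averaged 0.180 ± 0.187 (SD, n = 3) CPM at the cap stage, close to the floor, and 20.5 ± 3.51 (SD, n = 3) at the bell stage (log2 fold change 6.60, standard error 0.48, edgeR adjusted p = 0.000317). Notum (ENSMUSG00000042988, chromosome 11, 120544614 to 120552001) rose from 1.92 ± 1.52 (SD, n = 3) to 24.6 ± 3.79 (SD, n = 3) CPM (log2 fold change 3.59, standard error 0.55, edgeR adjusted p = 0.00463), while 29.4% of its exon bases overlap another gene. Dmp1 (ENSMUSG00000029307, chromosome 5, 104350479 to 104361968) rose from 0.192 ± 0.0909 (SD, n = 3) to 2.17 ± 0.485 (SD, n = 3) CPM (log2 fold change 3.43, standard error 0.46, edgeR adjusted p = 0.00272). Ifitm5, with 29.7% of its exon bases shared with another gene, had a log2 fold change of 1.44 (edgeR adjusted p = 0.0425), and 1 of the 6 fits that left out a library called it. The fits with the replicate block and without a filter on low counts did not (edgeR adjusted p = 0.091 and 0.0544). Over all alternatives its adjusted p ranged from 6.4e-05 to 0.152. Sp7 (ENSMUSG00000060284, chromosome 15, 102265041 to 102275617) rose from 34.1 ± 15.6 (SD, n = 3) to 70.1 ± 4.32 (SD, n = 3) CPM and was not called (log2 fold change 1.01, edgeR adjusted p = 0.0709), although every bell library was above every cap library. DESeq2 and the fit with the replicate block called it (DESeq2 adjusted p = 0.00819, edgeR adjusted p = 0.0262). Hgf and Tie1 rose with log2 fold changes of 1.73 and 1.24 (edgeR adjusted p = 0.00392 and 0.00142).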

The upregulated genes in the dental mesenchyme at the bell stage were associated with collagen-containing ECM (*Col1/2/4*) (Fig. 1e), ossification (*Mmp13, Notum, Dmp1, Ifitm5, Sp7*) (Fig. 1f), and regulation of angiogenesis (*Hgf, Tie1*) (Fig. 1g). The GO terms which were upregulated at cap, or bell stage were illustrated in Fig. 1h. Genes upregulated at cap stage (Supplementary Fig. 1b) and at bell stage (Supplementary Fig. 1c) were validated with RT-qPCR.

**Fig. 1:**
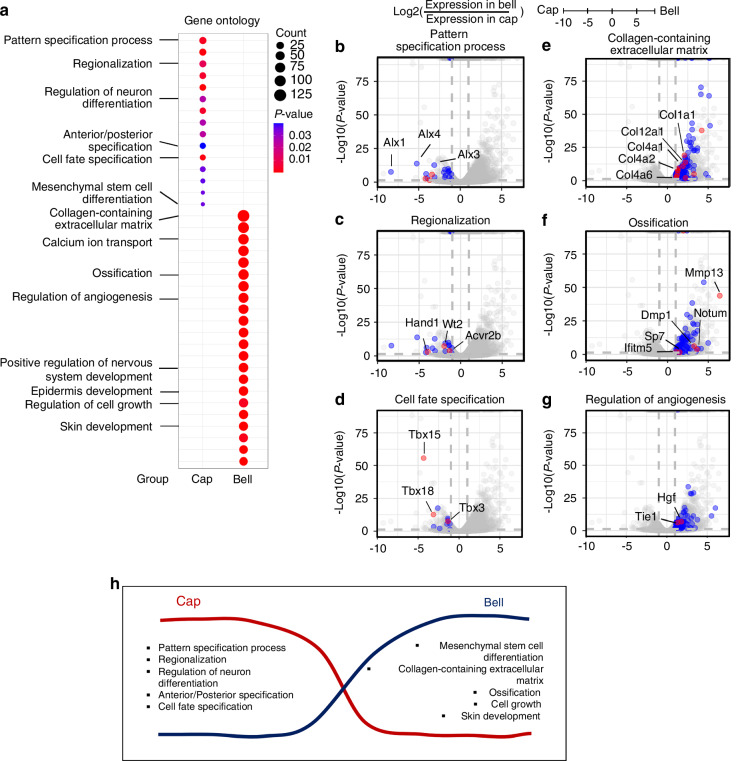
Transcriptomic analysis in dental mesenchyme between cap and bell stage. **a** Dot plot for GO analysis. In cap stage, GO terms for pattern specification, regionalization, regulation of neuron differentiation, anterior/posterior specification, cell fate specification, and mesenchymal stem cell differentiation are enriched at cap stage, while GO terms for collagen-containing extracellular matrix, calcium transport, ossification, regulation of angiogenesis, positive regulation of nervous system development, epidermis development, regulation of cell growth, and skin development were upregulated in bell stage. Fold changes are shown for genes related to specific ontology terms as red (interested genes in |fold change | >2 and *P* value < 0.001), blue ( | fold change | <2 or *P* value > 0.001), and gray (not related to the indicated GO term) dots. **b**–**d** The genes related to GO terms are upregulated in the dental mesenchyme at cap stage. **e**–**g** The genes related to GO terms are enriched in the dental mesenchyme at bell stage. **h** Illustration of upregulated GO terms at cap and bell stage

### The asymmetrical expression pattern of tooth germs at cap stage

Previous studies have suggested that several genes are asymmetrically expressed in the lingual or buccal parts of the dental mesenchyme at the cap stage (Fig. 2a). In situ hybridization experiments revealed that the genes *Osr2*, *Dkk2*, and *Sfrp2* were expressed in the lingual area of the dental mesenchyme (Fig. 2b–d).^23–25^ In contrast, *Bmp4*, *Msx1*, and *Runx2* were found to be expressed in the buccal region (Fig. 2e–g).^25,26^

**Fig. 2:**
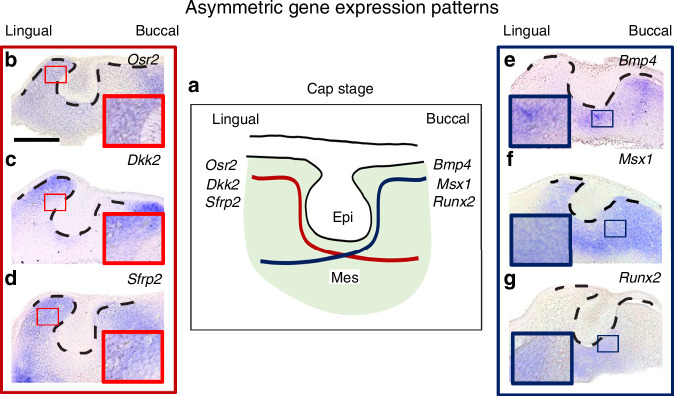
Differences of gene expression in lingual-buccal asymmetry during tooth development at cap stage. **a** Diagram of differential gene expression in the developing tooth germ at cap stage. **b**, **c** *Osr2* and *Dkk2* are expressed in lingual dental mesenchyme at the cap stage. **d** *Sfrp2* expression is more pronounced in lingual dental mesenchyme than in the buccal dental mesenchyme. **e** *Bmp4* expression in the buccal dental mesenchyme. **f** *Msx1* expression is shown in buccal and lingual dental mesenchyme, but strong expression is detected in the lingual part of dental mesenchyme. **g** *Runx2* expression is more pronounced in lingual dental mesenchyme. (Black dotted lines; tooth germs; Scale bar = 100 µm)

It is known that most genes are expressed evenly in the dental epithelium. *Sox2* expressed in the lingual part, is associated with the development of successional teeth in this region.^20^ However, it is controversial whether it is involved in epithelial cell proliferation or not.^19^ Thus, this study focused on the dental mesenchyme at the cap stage, marking the period when the odontogenic potential shifts from the bud stage epithelium to the mesenchyme.

### Bulk RNA sequencing analysis of dental mesenchyme at cap and bell stage

To further identify transcriptomic information of the dental mesenchyme, the lingual and buccal parts of the tooth germ were divided using a fine syringe at the cap and bell stages. Each part of the dental mesenchyme was isolated, and RNA was collected for bulk RNA sequencing analysis.

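The lingual and buccal parts were sequenced in 3 libraries each at the cap stage (Cap-L and Cap-B) and at the bell stage (Bell-L and Bell-B). The authors counted read pairs per gene as for the undivided mesenchyme. Library totals ranged from 27164279 to 35222686 in Cap-L, from 21663852 to 25103228 in Cap-B, from 26288515 to 29966544 in Bell-L and from 27647094 to 29921054 in Bell-B. The lingual and buccal libraries of 1 stage were fitted together. Log2 fold changes are buccal over lingual, so a negative value means higher expression in the lingual part. Whether a gene's side differed between the stages was tested as the interaction of side with stage, over the 12 libraries. A positive interaction means that the gene moved toward the buccal part from the cap to the bell stage.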

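At the cap stage, 1467 of 20653 tested genes were higher in the lingual part and 2144 were higher in the buccal part (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At the bell stage, 1458 of 21181 genes were higher in the lingual part and 1271 in the buccal part. The libraries of the parts did not overlap in 52.4% of the genes tested at the cap stage and in 45.5% at the bell stage, where chance gives 10%. Leaving out each library in turn gave from 1416 to 1489 lingual and from 2037 to 2299 buccal genes at the cap stage, and from 1416 to 1462 and from 1220 to 1259 at the bell stage. In all 6 of those fits, 2814 genes were called at the cap stage and 2072 at the bell stage. The alternative that moved the calls most, other than the threshold on the fold, was the scaling between the parts of the supplementary tables, chosen after the values were seen. It shifts the log2 fold changes at the cap stage by -0.20 and gave 2916 lingual and 1540 buccal genes, so that the lingual share of the calls was 65.4% against 40.6%. The shift at the bell stage was 0.064, with 1236 lingual and 1506 buccal genes. With the replicate number as a block, the calls were 1445 and 2117 at the cap stage and 1471 and 1288 at the bell stage. The mean correlation across genes of same-numbered libraries was -0.033 and 0.033 over all genes considered, and -0.184 and 0.094 over the more abundant genes. Of the genes named for the cap stage, 36 were tested and 28 called, or 29 with adjustment over those genes alone. Of those named for the bell stage, 24 of 32 were called with either adjustment.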

Dot plots of GO overrepresented the results of upregulated DEGs in the lingual part of the dental mesenchyme compared to the buccal part at the cap and bell stages (Supplementary Fig. 2a and Tables 3–6). 

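Among Reactome pathways matched in advance to the terms, muscle contraction had a mean log2 fold change of 1.23, with 46 of 55 genes higher in the buccal part (limma's camera, adjusted p = 6.02e-28, and 2.31e-28 with the replicate block). Extracellular matrix organization had a mean log2 fold change of 0.12, with 113 of 204 genes higher in the buccal part (limma's camera, adjusted p = 0.126, and 0.223 with the replicate block). Its direction was lingual under the scaling of the supplementary tables, with a mean of -0.079. DESeq2 placed the same set past the threshold on the buccal side, at 0.094 (camera adjusted p = 0.000673). The 7 bone markers tested, which include Runx2, Sp7 and Alpl, were all higher in the lingual part, with a mean log2 fold change of -1.23 (camera adjusted p = 8.51e-15, and 1.85e-13 with the block).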

The GO terms of the upregulated DEGs in the lingual part of the dental mesenchyme at the cap stage were embryonic organ morphogenesis, extracellular matrix organization, ossification, and skeletal system morphogenesis, whereas GO results for the upregulated DEGs in the buccal part of the dental mesenchyme show that they were enriched in mesenchyme development, muscle tissue development, neural crest differentiation and organ growth, regeneration, and stem cell development.

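Ostn (ENSMUSG00000052276, chromosome 16, 27126239 to 27169962) was expressed at 4.56 ± 0.468 (SD, n = 3) normalized CPM in the lingual part at the cap stage and 0.307 ± 0.0606 (SD, n = 3) in the buccal part (log2 fold change -3.86, standard error 0.21, edgeR adjusted p = 4.53e-11). Mmp13 was low in both parts, at 1.69 ± 0.180 (SD, n = 3) and 0.243 ± 0.141 (SD, n = 3) CPM (log2 fold change -2.78, standard error 0.31, edgeR adjusted p = 6.91e-07). Mmp9 (ENSMUSG00000017737, chromosome 2, 164782700 to 164797770) was expressed at 198 ± 4.04 (SD, n = 3) and 66.7 ± 1.58 (SD, n = 3) CPM (log2 fold change -1.54, standard error 0.044, edgeR adjusted p = 3.56e-15). Foxf2 (ENSMUSG00000038402, chromosome 13, 31809799 to 31815386) and Grem1 (ENSMUSG00000074934, chromosome 2, 113576509 to 113588991) had log2 fold changes of -1.61 and -1.69 (edgeR adjusted p = 8.67e-13 and 6.06e-11). Hand2 was expressed at 7.32 ± 0.482 (SD, n = 3) CPM in the lingual part and 0.430 ± 0.0706 (SD, n = 3) in the buccal part (log2 fold change -4.04, standard error 0.17, edgeR adjusted p = 1.2e-12). Runx2 (ENSMUSG00000039153, chromosome 17, 44806874 to 45125684) was expressed at 443 ± 20.6 (SD, n = 3) and 241 ± 3.18 (SD, n = 3) CPM (log2 fold change -0.85, standard error 0.047, edgeR adjusted p = 3.88e-11). Fgf3 (ENSMUSG00000031074, chromosome 7, 144391820 to 144398173) had values of 6.08 ± 0.832 (SD, n = 3) and 1.59 ± 0.148 (SD, n = 3) CPM (log2 fold change -1.91, standard error 0.15, edgeR adjusted p = 6.56e-09). Alx4 and Fgfr2 were also higher in the lingual part, by log2 fold changes of -1.76 and -0.84 (edgeR adjusted p from 6.71e-15 to 2.42e-11). In all 10 of these genes every lingual library was above every buccal library. Every fit that left out 1 library called them. The largest changes toward the lingual part, by the rule set in advance, were those of Tspan8 (ENSMUSG00000034127, chromosome 10, 115652737 to 115685798), Nr5a2 (ENSMUSG00000026398, chromosome 1, 136770309 to 136888186) and Rxfp2 (ENSMUSG00000053368, chromosome 5, 149942140 to 150005649), with log2 fold changes of -5.37, -5.17 and -4.52 (edgeR adjusted p from 1.06e-18 to 6.21e-14).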

Genes related to osteogenesis (*Ostn* and *MMP13*) (Fig. 3a), extracellular matrix organization (*Mmp9/13*, *Foxf2*, *Grem1*) (Fig. 3b), and embryonic organ morphogenesis (*Alx3/4*, *Hand2*, *Runx2*, *Fgf3*, *Fgfr2*) (Fig. 3c) were upregulated in the lingual part at the cap stage (Fig. 3d). 

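Tgfb2 (ENSMUSG00000039239, chromosome 1, 186354989 to 186438186) was expressed at 125 ± 4.08 (SD, n = 3) normalized CPM in the buccal part and 29.4 ± 0.889 (SD, n = 3) in the lingual part (log2 fold change 2.11, standard error 0.049, edgeR adjusted p = 1.93e-16). Osr2 (ENSMUSG00000022330, chromosome 15, 35296244 to 35303451) was at 438 ± 8.43 (SD, n = 3) CPM in the buccal and 229 ± 10.4 (SD, n = 3) in the lingual part (log2 fold change 0.96, standard error 0.045, edgeR adjusted p = 3.37e-12). For Thy1 (ENSMUSG00000032011, chromosome 9, 43954681 to 43959876), the buccal and lingual values were 38.3 ± 0.890 (SD, n = 3) and 7.66 ± 0.569 (SD, n = 3) CPM (log2 fold change 2.34, standard error 0.067, edgeR adjusted p = 3.61e-15). Nrg1, Hgf, Nrp1, Sema3c, Sema5b and Sox10 were higher in the buccal part as well, with log2 fold changes of 1.86, 1.34, 1.37, 1.55, 2.17 and 1.57. Their edgeR adjusted p ranged from 4.55e-14 to 1.05e-07. For each of these 9 genes the 3 buccal libraries lay above the 3 lingual ones, and no fit that left out 1 library lost the call. The largest changes toward the buccal part were those of Epha6 (ENSMUSG00000055540, chromosome 16, 59473846 to 60425894), Tbx18 (ENSMUSG00000032419, chromosome 9, 87584853 to 87613313) and Kera (ENSMUSG00000019932, chromosome 10, 97442741 to 97449554). Their log2 fold changes were 5.53, 5.05 and 5.01 (edgeR adjusted p from 7.01e-20 to 2.32e-13). Msx1 (ENSMUSG00000048450, chromosome 5, 37977829 to 37981927) did not differ between the parts (log2 fold change 0.10, standard error 0.054, edgeR adjusted p = 0.151), and its sign changed under the scaling of the supplementary tables.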

In the corresponding buccal part, the upregulated genes were enriched in mesenchyme development (*Tgfb2*, *Osr2*) (Fig. 3e), regeneration (*Thy1*, *Nrg1*, *Hgf*) (Fig. 3f), and stem cell development (*Nrp1*, *Sema3c/5b*, *Sox10*) (Fig. 3g). Some of upregulated genes were validated (Fig. 3h).

**Fig. 3:**
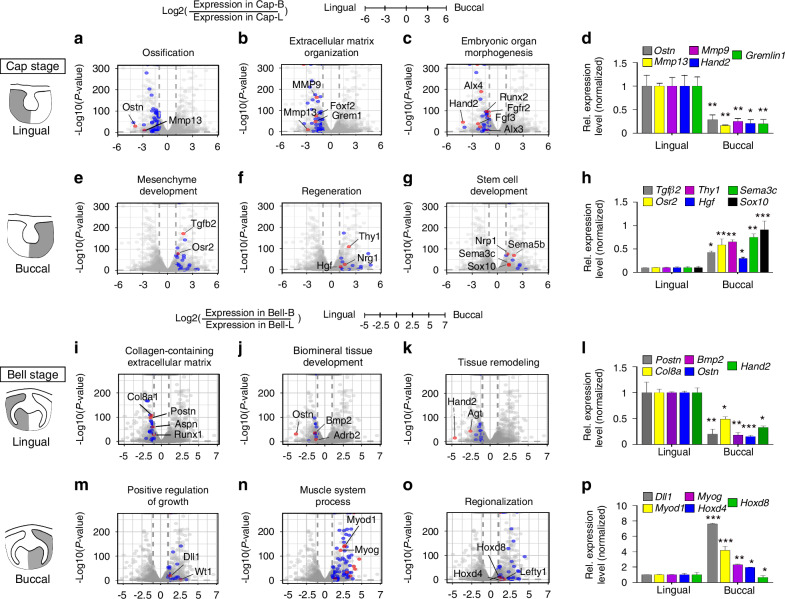
Transcriptomic change in lingual and buccal part of tooth germs at cap and bell stage. Volcano plots of DEGs of lingual or buccal part of the dental mesenchymal cells between cap and bell stage. Indicated GO term-related genes are shown as red, blue, and gray (not related to the indicated GO term) dots. The related genes are enriched (**a**–**c**) in lingual part, (**e**–**g**) buccal part of dental mesenchymal cells at cap stage. GO term-related genes are upregulated (**i**–**k**) in lingual part, and (**m**–**o**) in buccal part of the dental mesenchymal cells at bell stage. **d**, **h**, **l**, **p** Validation of the related genes in each group with RT-qPCR. (*P < 0.05, **P < 0.01; ***P < 0.001). Data are presented as means ± standard deviations (SD)

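At the bell stage, the Reactome pathway of collagen formation had a mean log2 fold change of 0.076, with 33 of 66 genes higher in the buccal part (limma's camera, adjusted p = 0.553, and 0.541 with the replicate block). Extracellular matrix organization had a mean log2 fold change of 0.074, with 100 of 212 genes higher in the buccal part (limma's camera, adjusted p = 0.925, and 0.934 with the replicate block). Neither set was shifted as a whole toward 1 part past the threshold. Genes that move both ways can give this result, so single matrix genes may still differ. The 7 bone markers had a mean log2 fold change of 0.039 at this stage, with 4 higher in the lingual part (camera adjusted p = 0.115, and 0.0883 with the block). With DESeq2 and without a filter on low counts, the mean lay on the lingual side, past the threshold (camera adjusted p = 0.00403 and 0.0315). Over all alternatives the adjusted p ranged from 0.00403 to 0.875.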

The GO terms of the upregulated DEGs in the lingual part of the dental mesenchyme at the bell stage were biomineral tissue development, bone development, and collagen-containing extracellular matrix. In contrast, the GO terms of the upregulated DEGs in the buccal part were calcium ion transport, positive regulation of growth (Supplementary Fig. 2a). 

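In the buccal part, ion channel transport had a mean log2 fold change of -0.13, with 48 of 131 genes higher in the buccal part (limma's camera, adjusted p = 0.194, and 0.212 with the replicate block), so that the difference was not past the threshold. Muscle contraction had a mean log2 fold change of 1.14, with 41 of 56 genes higher in the buccal part (limma's camera, adjusted p = 8.37e-69, and 2.6e-68 with the replicate block).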

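Col8a1 (ENSMUSG00000068196, chromosome 16, 57444621 to 57575100) was expressed at 268 ± 7.33 (SD, n = 3) normalized CPM in the lingual part at the bell stage and 91.7 ± 0.298 (SD, n = 3) in the buccal part (log2 fold change -1.55, standard error 0.033, edgeR adjusted p = 1.92e-33). Postn, Aspn and Runx1 were higher in the lingual part, with log2 fold changes of -1.39, -1.21 and -1.07 (edgeR adjusted p from 2.46e-32 to 1.5e-20). Ostn was at 4.77 ± 0.313 (SD, n = 3) CPM in the lingual part and 0.272 ± 0.0934 (SD, n = 3) in the buccal part (log2 fold change -4.12, standard error 0.21, edgeR adjusted p = 6.47e-20). Bmp2 (ENSMUSG00000027358, chromosome 2, 133394079 to 133404805) was at 21.9 ± 1.15 (SD, n = 3) and 8.14 ± 0.346 (SD, n = 3) CPM (log2 fold change -1.43, standard error 0.070, edgeR adjusted p = 8.37e-21). Agt (ENSMUSG00000031980, chromosome 8, 125283273 to 125296445) was expressed at 9.81 ± 0.898 (SD, n = 3) and 1.59 ± 0.366 (SD, n = 3) CPM (log2 fold change -2.64, standard error 0.13, edgeR adjusted p = 6.4e-21). Hand2 was at 2.55 ± 0.629 (SD, n = 3) CPM in the lingual part and near the floor in the buccal part, at 0.0661 ± 0.0876 (SD, n = 3) (log2 fold change -5.16, standard error 0.38, edgeR adjusted p = 7.48e-15). The libraries of the parts did not overlap for any of these 8 genes, which all stayed called with each library left out. The rule set in advance also gave Tspan8, AI593442 (ENSMUSG00000078307, chromosome 9, 52584342 to 52591080) and Trank1 (ENSMUSG00000062296, chromosome 9, 111140807 to 111224843), with log2 fold changes of -5.08, -4.93 and -4.70 (edgeR adjusted p from 8.64e-31 to 1.63e-24).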

Genes related to collagen-containing extracellular matrix (*Col8a1, Postn, Aspn, Runx1*) (Fig. 3i), biomineral tissue development (*Ostn, Bmp2, Adrb2*) (Fig. 3j), and tissue remodeling (*Agt, Hand2*) (Fig. 3k) were upregulated (Fig. 3l). In the buccal part, at the bell stage, the upregulated genes were involved in different GO terms including positive regulation of growth (*Dll1*, *Wt1*) (Fig. 3m), muscle system process (*Myod1*, *Myog*) (Fig. 3n), and regionalization (*Hoxd4/8*, *Lefty1*) (Fig. 3o, p). Consequently, on the lingual side of the dental mesenchyme, during tooth development, the characteristics of tooth morphogenesis, complexed hard tissue formation, and differentiation were exhibited, whereas on the buccal side, the information including stem cell regeneration and growth were more pronounced. Therefore, distinct molecular signatures in the lingual and buccal dental mesenchyme suggest their specialized roles in different stages of tooth morphogenesis (Fig. 4).

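Dll1 (ENSMUSG00000014773, chromosome 17, 15587616 to 15597134) was expressed at 11.3 ± 0.358 (SD, n = 3) normalized CPM in the buccal part at the bell stage and 4.86 ± 0.344 (SD, n = 3) in the lingual part (log2 fold change 1.22, standard error 0.090, edgeR adjusted p = 5.53e-15). Wt1 (ENSMUSG00000016458, chromosome 2, 104956874 to 105003961) did not pass the filter on low counts. It was at 0.479 ± 0.175 (SD, n = 3) CPM in the buccal part and at or under the floor in the lingual part, so that it was at least 4.46-fold higher in the buccal part. Myod1 (ENSMUSG00000009471, chromosome 7, 46025898 to 46028523) was at 33.4 ± 0.447 (SD, n = 3) CPM in the buccal part and 5.31 ± 0.433 (SD, n = 3) in the lingual part (log2 fold change 2.66, standard error 0.070, edgeR adjusted p = 2.58e-30). Myog (ENSMUSG00000026459, chromosome 1, 134217727 to 134220286) was at 68.4 ± 2.53 (SD, n = 3) and 16.4 ± 1.75 (SD, n = 3) CPM (log2 fold change 2.06, standard error 0.054, edgeR adjusted p = 1.75e-30). Hoxd4 and Hoxd8 had log2 fold changes of 1.25 and 1.15 (edgeR adjusted p = 0.00261 and 5.48e-10), with Hoxd4 at 0.793 ± 0.247 (SD, n = 3) CPM in the buccal part and 39.1% of its exon bases shared with another gene. Lefty1 (ENSMUSG00000038793, chromosome 1, 180762587 to 180765965) was low in both parts, at 0.628 ± 0.176 (SD, n = 3) CPM in the buccal and 0.175 ± 0.115 (SD, n = 3) in the lingual part (log2 fold change 1.79, standard error 0.41, edgeR adjusted p = 0.000494). The largest changes toward the buccal part were those of Sim1 (ENSMUSG00000019913, chromosome 10, 50770850 to 50865248), Myh7 (ENSMUSG00000053093, chromosome 14, 55208141 to 55232083) and Isl1 (ENSMUSG00000042258, chromosome 13, 116434817 to 116446225). Sim1 was at or under the floor in the lingual part and at least 71.5-fold higher in the buccal part (edgeR adjusted p = 1.89e-25). Myh7 and Isl1 had log2 fold changes of 4.68 and 4.44 (edgeR adjusted p = 1.68e-28 and 2.83e-28).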

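Across the stages, 600 genes were called higher in the lingual part and 691 in the buccal part at both the cap and the bell stage. Another 32 genes were lingual at the cap stage and buccal at the bell stage, and 78 changed the other way. The interaction of side with stage had an adjusted p under 0.05 in 7137 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and no limit on the fold), or in 6879 with the replicate number as a block, and in 2581 when all 24 libraries were fitted together. Mmp13, Fgf3, Dmp1 and Notum moved toward the buccal part from the cap to the bell stage, with interactions of 3.26, 2.60, 1.71 and 1.10 (edgeR adjusted p from 3.57e-13 to 5.39e-06). At the bell stage Fgf3 was 13.7 ± 1.39 (SD, n = 3) CPM in the buccal part and 8.48 ± 0.520 (SD, n = 3) in the lingual part (log2 fold change 0.70, standard error 0.081, edgeR adjusted p = 1.39e-09). Dmp1 and Notum were higher in the buccal part at the bell stage, with log2 fold changes of 0.95 and 0.67 (edgeR adjusted p = 5.89e-05 and 1.72e-11). With all 24 libraries in 1 fit, Notum was not called at that stage (edgeR adjusted p = 0.0534). Hand2 showed no interaction past the threshold (-1.12, edgeR adjusted p = 0.193). From the GO terms and genes of the parts, the paper concludes that the lingual side carries tooth morphogenesis, hard tissue formation and differentiation, and the buccal side stem cell regeneration and growth.

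**Figure D2:**
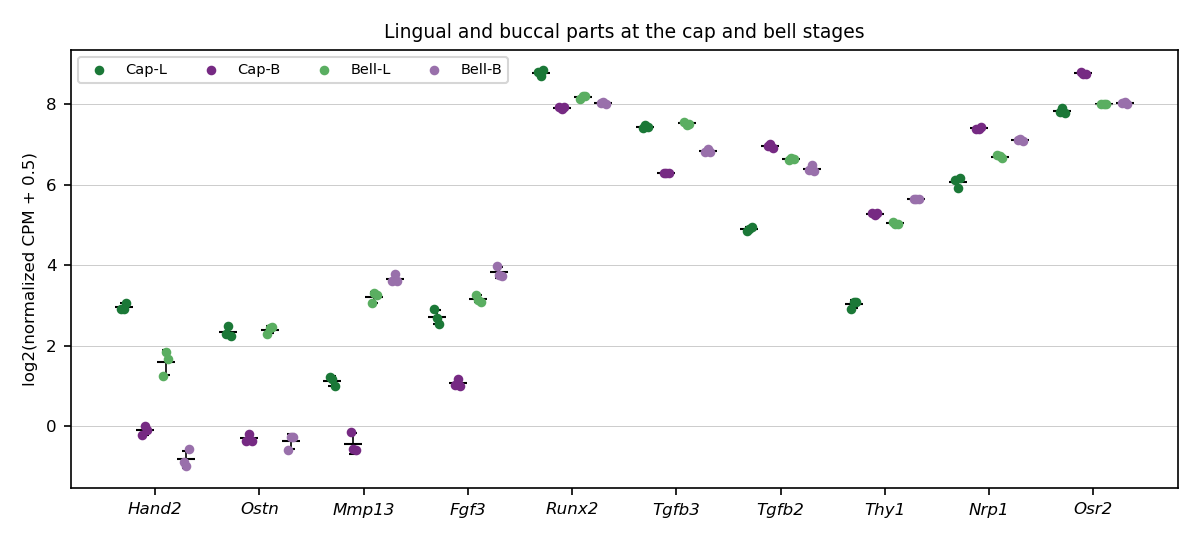
Expression of 10 genes in the lingual and buccal parts at the cap and bell stages, as log2 of normalized CPM plus 0.5 on the vertical axis. Points are the 3 libraries of each group, and the black marks are the mean and SD. Hand2 and Ostn are higher in the lingual part at both stages, while Fgf3 is higher in the lingual part at the cap stage and in the buccal part at the bell stage.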

**Fig. 4:**
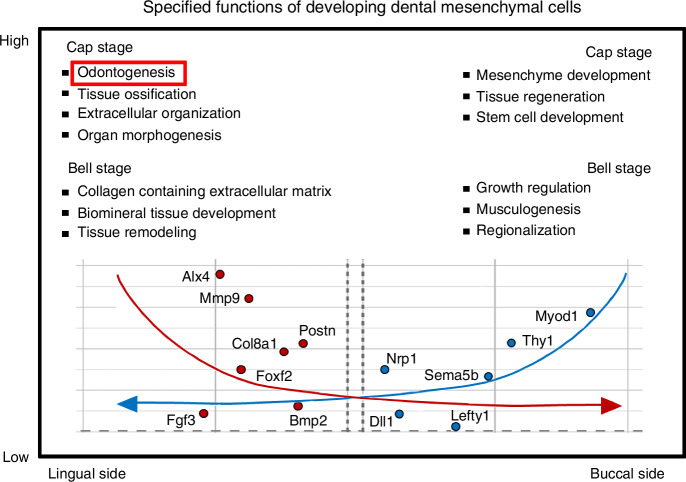
Diagram for specified functions of developing dental mesenchymal cells along the lingual-buccal axis. It depicts gene expression patterns and GO terms related to biological processes in the dental mesenchyme during the cap and bell stages of tooth development. The upper panel presents GO terms that are enriched in the lingual (left) and buccal (right) sides during the cap and bell stages. The lower panel features volcano plots that compare gene expression between the lingual (left) and buccal (right) sides. The left plot highlights genes that are upregulated in the lingual mesenchyme at both the cap and bell stages, while the right plot illustrates genes that are upregulated in the buccal mesenchyme during these same stages. The annotated genes are those that demonstrate significant differential expression

### The odontogenic capacity of the lingual and buccal parts of dental mesenchyme

To identify the odontogenic capacity, the lingual or buccal parts of the tooth germs at the cap stage were isolated and analyzed. The whole tooth germ at the cap stage (Fig. 5a) expressed *Shh* in the presumptive enamel knot (Fig. 5b) and *Bmp4* in the dental mesenchyme (Fig. 5c). When the tooth germ was transplanted into the kidney capsule for calcification, mineralized teeth were found with six to seven cusps were observed (Fig. 5d), and Amelogenin (Amgn) was expressed in ameloblasts in a mineralized tooth (Fig. 5e). In case of the lingual part of the tooth germ (Fig. 5f), *Shh* and *Bmp4* expressions were not found (Fig. 5g, h). Additionally, after kidney transplantation, a calcified tooth with a flattened cusp was observed (Fig. 5i), and Amgn expression was shown in ameloblasts (Fig. 5j). However, the buccal part of the tooth germ (Fig. 5k) did not express *Shh* (Fig. 5l), but *Bmp4* expression was indicated in buccal dental mesenchyme (Fig. 5m). Furthermore, only surrounding bone without calcified tooth was evident in the kidney transplants (Fig. 5n). Therefore, Amgn expression not found in a mineralized tissue (Fig. 5o).

**Fig. 5:**
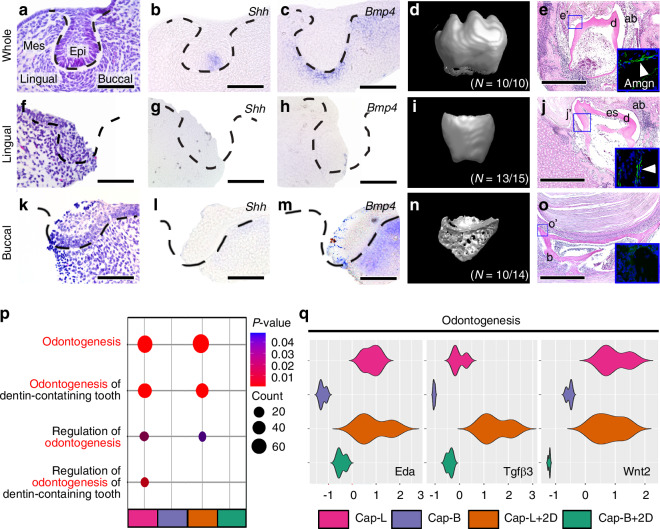
Comparison of the capacity for tooth formation between the lingual and buccal part of tooth germs at cap stage (**a**, **f**, **k**) H&E staining shows **a** whole tooth germs, **f** lingual, and **k** buccal part of tooth germs, after dissection with lingual buccal direction. Enamel knot markers, such as (**b**, **g**, **l**) *Shh* and (**c**, **h**, **m**) *Bmp4*, were validated in **b**, **c** whole, **g**, **h** lingual, and **l**, **m** buccal part of the tooth germs at cap stage. **d** Whole tooth germs, **i** lingual, and **n** buccal part of the tooth germs at cap stage were cultured in vitro for 2 days, and transplanted into kidney capsule for 4 weeks. **e**, **j**, **o** H&E staining of the sectioned transplants showed a calcified tooth and bone from **e** whole tooth germ and **j** lingual part of tooth germ transplants, however, **o** only bone was observed from buccal part of the tooth germ transplants. **e**’, **j**’, **o**’ The blue box highlights the high-magnification view of Amgn expression in **e**, **j**, and **o**. **p** A dot plot of GO terms including “odontogenesis” results for upregulated DEGs in lingual part of cap stage (Cap-L) than in buccal part of cap stage (Cap-B), and in separated lingual part of dental mesenchyme, and cultured in vitro for 2 days without buccal part (Cap-L + 2D) than in separated buccal part of dental mesenchyme, and cultured in vitro for 2 days without lingual part (Cap-B + 2D). **q** The violin plot for GSEA. In odontogenesis, *Eda*, *Tgfβ3*, *Wnt2* are enriched in lingual part of dental mesenchyme in cap and bell stage, and the lingual dental mesenchyme which was cultured in vitro for 2 days. (Black dotted line; tooth germs; Epi Epithelium, Mes Mesenchyme, d dentin, es enamel space, ab ameloblasts, b bone, Scale bar: **a**–**c**, **e**–**h**, **k**–**m** = 100 µm, **e**, **j**, **o** = 1 mm)

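The 23 odontogenesis genes that the paper shows in its plots were taken as a set. At the cap stage, 22 of them were tested, 14 were higher in Cap-L and 8 in Cap-B. Their mean log2 fold change was -0.46 (limma's camera, adjusted p = 7.54e-09, and 4.39e-09 with the replicate block). At the bell stage the mean was -0.081 (camera adjusted p = 0.00897, and 0.00247 with the block), with 13 of 23 genes higher in Bell-L. The set comes from the paper's own calls on these libraries.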

The GO terms analysis revealed that odontogenesis, odontogenesis of dentin-containing tooth, regulation of odontogenesis, and regulation of odontogenesis of the dentin-containing tooth were upregulated only in the lingual part of the dental mesenchyme (Cap-L), not in the buccal part at cap stage (Cap-B) (Fig. 5p). 

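The lingual and buccal parts of cap stage germs were also sequenced after 2 days of culture in vitro, in 3 libraries each (Cap-L+2D and Cap-B+2D). The deposited read pair counts on genes ranged from 26307346 to 39266497 in Cap-L+2D and from 30077172 to 37959311 in Cap-B+2D. The cultured parts were compared in the same way as the parts at the cap and bell stages, with negative log2 fold changes for genes higher in Cap-L+2D. Groups of the same side were compared in 2 further fits, of the 9 lingual and of the 9 buccal libraries, and the interaction of side with culture was tested over the 12 libraries of the cap stage parts before and after culture. A negative interaction means that the gene moved toward the lingual part in culture.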

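Eda (ENSMUSG00000059327, chromosome X, 99019212 to 99444368) was expressed at 28.1 ± 2.25 (SD, n = 3) normalized CPM in Cap-L and 12.1 ± 1.13 (SD, n = 3) in Cap-B (log2 fold change -1.19, standard error 0.079, edgeR adjusted p = 6.68e-10). After culture it was at 29.6 ± 0.837 (SD, n = 3) in Cap-L+2D and 15.8 ± 0.363 (SD, n = 3) in Cap-B+2D (log2 fold change -0.92, standard error 0.057, edgeR adjusted p = 4.77e-13). Tgfb3 (ENSMUSG00000021253, chromosome 12, 86103519 to 86125815) was at 174 ± 4.60 (SD, n = 3) and 77.9 ± 0.513 (SD, n = 3) CPM at the cap stage (log2 fold change -1.13, standard error 0.043, edgeR adjusted p = 1.97e-13). After culture, the values were 351 ± 4.33 (SD, n = 3) and 127 ± 4.51 (SD, n = 3) CPM (log2 fold change -1.48, standard error 0.038, edgeR adjusted p = 5.15e-21). Wnt2 was at 17.8 ± 1.15 (SD, n = 3) CPM in Cap-L and 8.93 ± 0.570 (SD, n = 3) in Cap-B (log2 fold change -0.97, standard error 0.079, edgeR adjusted p = 1.11e-08). In the cultured parts it was at 17.1 ± 0.774 (SD, n = 3) in Cap-L+2D and 1.87 ± 0.160 (SD, n = 3) in Cap-B+2D (log2 fold change -3.20, standard error 0.099, edgeR adjusted p = 2.57e-19). All 3 genes were also higher in Bell-L than in Bell-B, with log2 fold changes of -0.85, -0.69 and -1.01 (edgeR adjusted p from 3.72e-21 to 1.29e-10). Every fit that left out 1 library called them in each of the 3 comparisons.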

The related genes in odontogenesis (*Eda*, *Tgfβ3*, *Wnt2*) were upregulated in the lingual part of the dental mesenchyme at cap stage (Cap-L) and in the lingual part of dental mesenchyme, which were cultured in vitro for 2 days (Cap-L + 2D), compared to the buccal part of dental mesenchyme (Cap-B), and to the buccal part of dental mesenchyme, which were cultured in vitro for 2 days (Cap-B + 2D) (Fig. 5q).

To assess the odontogenic potential of Cap-L dental mesenchyme, tooth germs were isolated at the cap stage and separated into their lingual and buccal parts. The dental epithelium and mesenchyme were then individually seperated and recombined in a cross-experimental manner (Fig. 6a). Calcified teeth were observed in recombinants composed of lingual epithelium with lingual mesenchyme (Fig. 6b, c), as well as in those recombining buccal epithelium with lingual mesenchyme (Fig. 6d, e). To validate that tooth formation occurred as a result of this recombination, we included sectional micro-computed tomography (micro-CT) images.^8^ In contrast, recombinants consisting of lingual epithelium with buccal mesenchyme or buccal epithelium with buccal mesenchyme did not form calcified teeth (Fig. 6f). Therefore, at the cap stage, the lingual mesenchyme exhibits greater odontogenic potential than the buccal mesenchyme (Fig. 6g).

**Fig. 6:**
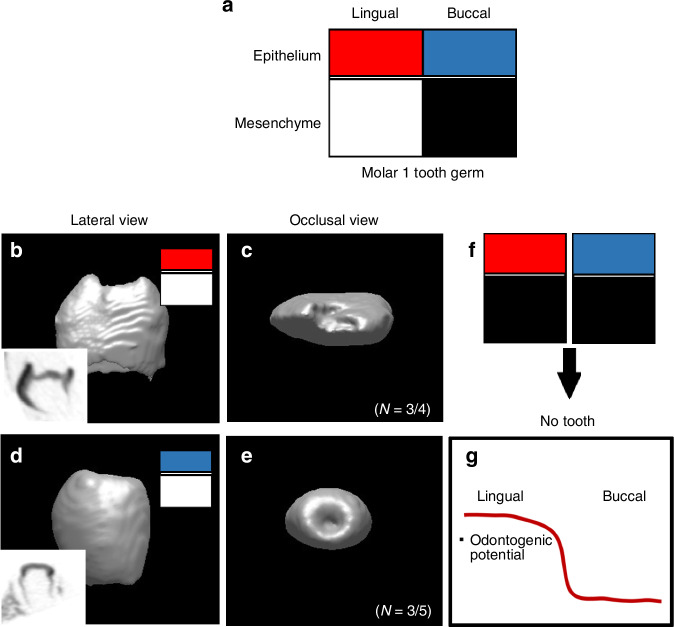
Assessment of odontogenic potential through recombination experiments of lingual and buccal dental mesenchyme at the cap stage. **a** Schematic representation of the experimental design. Tooth germs were isolated at the cap stage, and their lingual and buccal parts were separated. The dental epithelium and mesenchyme were individually dissociated and recombined in various combinations. **b**, **c** microCT view shows that calcified teeth were observed in recombinants composed of lingual epithelium with lingual mesenchyme. **d**, **e** Similarly, calcified teeth formed in recombinants of buccal epithelium with lingual mesenchyme. (the box in **b**, **d**) Sagittal view showed the mineralization in tooth. **f** Recombinants consisting of lingual epithelium with buccal mesenchyme or buccal epithelium with buccal mesenchyme did not form calcified teeth. **g** Diagram shows odontogenic potential in lingual part of dental mesenchyme

### The cellular self-organization

To investigate the regional characteristics of dental mesenchymal cells, we used Wnt1cre^ERT/+^;R26R^tdT/+^ mice. In these mice, cells derived from Wnt1 are specifically marked by the tdTomato label, allowing us to identify the dental mesenchymal cell population. The mice were treated with tamoxifen for one day at embryonic day 10 (E10), and the dental mesenchyme was harvested at the cap stage (Fig. 7a). For the reaggregation system, we harvested the lingual or buccal sides of the dental mesenchyme, dissociated them into single cells, reaggregated these cells separately, and then recombined them with the epithelium (Fig. 7b). First, we reaggregated lingual mesenchymal cells from wild-type (WT) mice with buccal mesenchymal cells from Wnt1cre^ERT/+^;R26R^tdT/+^ mice, and these were recombined with dental epithelium from WT mice (labeled as Lingual-WT/Buccal-tdT, Fig. 7c–f). Similarly, we reaggregated lingual mesenchymal cells from Wnt1cre^ERT/+^;R26R^tdT/+^ mice with buccal mesenchymal cells from WT mice, and recombined these with dental epithelium from WT mice (labeled as Lingual-tdT/Buccal-WT, Fig. 7g–j). After one week, calcified teeth and bone were observed in the kidney capsule. The surrounding Fibrillin-positive periodontal ligament cells and Sp7-positive osteoblasts were composed of buccal dental mesenchymal cells derived from Wnt1-derived tdTomato (Fig. 7f). Amelogenin (Amgn), a marker for ameloblasts, was expressed in both ameloblasts and odontoblasts, as well as in the surrounding alveolar bone (Fig. 7c, g).^27^ On the other hand, Dentin sialoprotein (Dsp), a marker for odontoblasts, was found in odontoblasts, dental pulp, and the surrounding periodontal ligament (PDL) and bone (Fig. 7d, e).^28^ Notably, neither Amgn nor Dsp co-localized with tdTomato. In contrast, within the dental pulp cells and odontoblasts that express tdTomato and were derived from lingual mesenchyme, Dsp was co-localized with tdTomato (Fig. 7h, i). However, the surrounding PDL, which tested positive for Fibrillin, did not co-express tdTomato (Fig. 7j). These findings indicate that lingual dental mesenchymal cells primarily contribute to tooth formation, whereas buccal dental mesenchymal cells play a role in forming the surrounding tissues.

**Fig. 7:**
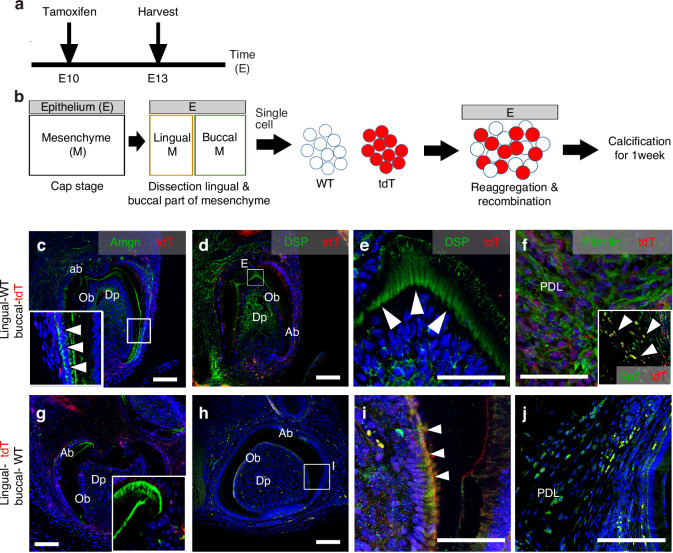
Positional value of the randomized dental mesenchymal cells. **a** Schematic of the experimental design for Wnt1^CreERT2/+^;R26R^tdT/+^ mouse. Tamoxifen-induced Cre activates tdTomato fluorescent protein (red), which labels Wnt1 cells, meaning dental mesenchymal cells. **b** The diagram shows the reaggregated system. Dissociated single cell from lingual and buccal dental mesenchyme were collected. Lingual dental mesenchymal cells from WT and buccal dental mesenchymal cells from Wnt1^CreERT2/+^;R26R^tdT/+^ tooth germs or lingual dental mesenchymal cells from Wnt1^CreERT2/+^;R26R^tdT/+^ tooth germs and buccal dental mesenchymal cells from WT were reaggregated. These mixed cells were reaggregated and recombined with dental epithelium from WT at cap stage. For the calcification, the recombinants were transplanted into kidney capsule for 1 week. After 1 week, in calcified teeth, in recombinants of lingual dental mesenchymal cells from WT and buccal from Wnt1^CreERT2/+^;R26R^tdT/+^ tooth germs, **c** Amgn (ameloblast), **d**, **e** DSP (odontoblasts) are not co-localized with tdTomato. However, **f** Fibillin (PDL cells) and Sp7 (osteoblasts, in box) are co-localized with tdTomato. In recombinants of lingual dental mesenchymal cells from Wnt1^CreERT2/+^;R26R^tdT/+^ and buccal from WT tooth germs, **g** Amgn and **j** Fibrillin are not co-localized with tdTomato, however, **h**, **i** DSP is co-localized with tdTomato. (E Epithelium, M Mesenchyme, ab ameloblast, Ob odontoblast, Dp dental pulp, PDL periodontal ligament, white arrow head=expressed cells, Scale bar: **c**, **d**, **g**, **h** = 100 µm, **e**, **f**, **i**, **j** = 50 µm)

### Rspondin1 as a novel regulator of the odontogenic potential at cap stage

To detect the novel regulatory genes involved in tooth formation, we analyzed the commonly upregulated signaling pathways related to the “signaling pathway” GO term in the following three groups: 1) dental mesenchyme of the lingual (Cap-L) or buccal (Cap-B) part at the cap stage, 2) dental mesenchyme of the lingual (Bell-L) or buccal (Bell-B) part at the bell stage, 3) dental mesenchyme of the lingual (Cap-L + 2D) or buccal (Cap-B + 2D) part after cultured in vitro for two days at the cap stage (Supplementary Tables 7, 8). It is known that there is approximately a two-day difference between the cap stage and the bell stage in mouse tooth development. Therefore, we attempted to analyze the lingual and buccal sides after culturing them in vitro for two days.

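Called the same way in all 3 comparisons were 483 genes in the lingual part and 534 in the buccal part (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in each comparison). Leaving out each of the 18 libraries in turn gave from 465 to 490 lingual and from 520 to 545 buccal genes. The fit of all 24 libraries together gave 405 and 507 genes, and the fits with the replicate number as a block gave 486 and 531.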

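After 2 days of culture, 2657 of 21195 tested genes were higher in Cap-L+2D and 2658 were higher in Cap-B+2D (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The libraries of the cultured parts did not overlap in 59.1% of the genes, where chance gives 10%. Each library left out in turn gave from 2636 to 2710 and from 2595 to 2756 genes, and 4329 genes were called in all 6 of these fits. With the replicate block the calls were 2652 and 2621. Same-numbered libraries had a mean correlation of their deviations, across genes, of 0.015, and of 0.11 over the more abundant genes. The interaction of side with culture had an adjusted p under 0.05 in 7842 genes, in 7866 with the replicate block and in 4048 with all 24 libraries in 1 fit. The largest changes toward Cap-L+2D were those of Krt13, Krt4 (ENSMUSG00000059668, chromosome 15, 101826970 to 101833170) and Dsg3 (ENSMUSG00000056632, chromosome 18, 20643331 to 20680516). Krt13 and Krt4 were at or under the floor in Cap-B+2D and at least 1201-fold and 629.6-fold higher in Cap-L+2D, and Dsg3 had a log2 fold change of -6.95 (edgeR adjusted p from 1.41e-27 to 1.18e-19). Toward Cap-B+2D, the largest were Gm15482 (ENSMUSG00000086711, chromosome X, 52971404 to 52976967), Myh1 (ENSMUSG00000056328, chromosome 11, 67090878 to 67115401) and Myh7, with log2 fold changes of 4.62, 4.58 and 4.30 (edgeR adjusted p from 1.07e-21 to 5.79e-18). Of the 27 genes the paper names for this comparison, all were tested and 20 were called, whether adjusted over all genes or over those 27.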

The upregulation of GO terms was related to cellular response to TGF-beta stimulus, negative regulation of Wnt and Bmp signaling pathway, negative regulation of BMP signaling pathway, and FGF production in Cap-L, Bell-L, and Cap-L + 2D groups (Fig. 8a). In addition, the response to bone morphogenetic protein, BMP signaling pathway, cellular response to FGF stimulus, and response to FGF were upregulated commonly in the buccal part of the dental mesenchyme Cap-B, Bell-B, and Cap-B + 2D groups (Fig. 8b). Furthermore, the upregulated genes related to the “odontogenesis” GO terms were analyzed in the three groups. 

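The Reactome pathways nearest to these terms were tested in the 3 comparisons. Signaling by the TGF-beta receptor complex had mean log2 fold changes of -0.052 at the cap stage, 0.024 at the bell stage and -0.13 after culture (limma's camera, adjusted p = 0.423, 0.767 and 0.117, and 0.442, 0.745 and 0.105 with the replicate block). DESeq2 and the fit without a filter on low counts placed the cultured value past the threshold (camera adjusted p = 0.0185 and 0.0259). The antagonists of Wnt ligands had mean log2 fold changes of 0.041 at the cap stage, 0.00030 at the bell stage and -0.28 after culture (limma's camera, adjusted p = 0.306, 0.976 and 0.0481, and 0.38, 0.943 and 0.0532 with the replicate block). Their shift toward Cap-L+2D was past the threshold in 3 of the 6 fits that left out 1 library, and the sign at the cap stage was lingual without a filter on low counts and under the scaling of the supplementary tables. At that stage DESeq2 kept the buccal sign and placed the set past the threshold. The antagonists moved toward the lingual part in culture, with a mean interaction of -0.55 and 9 of 10 genes in that direction (camera adjusted p = 2.03e-06).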

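The BMP signaling pathway of Reactome had mean log2 fold changes of 0.13 at the cap stage, 0.024 at the bell stage and 0.0022 after culture (limma's camera, adjusted p = 0.488, 0.701 and 0.491, and 0.538, 0.678 and 0.48 with the replicate block). Its sign was lingual at the cap stage under the scaling of the supplementary tables, and lingual at the bell stage and after culture with DESeq2. Signaling by FGF receptors had mean log2 fold changes of -0.0033 at the cap stage, 0.0054 at the bell stage and 0.071 after culture (limma's camera, adjusted p = 0.83, 0.925 and 0.716, and 0.831, 0.934 and 0.74 with the replicate block). No setting placed either pathway past the threshold on the buccal side in these comparisons.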

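Rspo2 (ENSMUSG00000051920, chromosome 15, 42884190 to 43034222) was expressed at 12.8 ± 0.767 (SD, n = 3) normalized CPM in Cap-L, 28.8 ± 0.938 (SD, n = 3) in Bell-L and 37.4 ± 1.65 (SD, n = 3) in Cap-L+2D. The rise from Cap-L to Cap-L+2D was called (log2 fold change 1.54, standard error 0.062, edgeR adjusted p = 5.63e-17), while the rise from Bell-L to Cap-L+2D was under the limit on the fold (log2 fold change 0.37, standard error 0.057, edgeR adjusted p = 4.19e-06). Between the parts, Rspo2 was higher in Cap-B than in Cap-L (log2 fold change 1.19, standard error 0.064, edgeR adjusted p = 2.56e-11). It was higher in Bell-B than in Bell-L by a log2 fold change under the limit (0.45, edgeR adjusted p = 2.62e-10). In culture the side was reversed, with Rspo2 higher in Cap-L+2D than in Cap-B+2D (log2 fold change -0.60, standard error 0.055, edgeR adjusted p = 9.58e-10). Fst (ENSMUSG00000021765, chromosome 13, 114588826 to 114595487) was at 11.8 ± 0.170 (SD, n = 3) CPM in Cap-B, 44.4 ± 2.63 (SD, n = 3) in Bell-B and 41.0 ± 1.04 (SD, n = 3) in Cap-B+2D. It rose from Cap-B to Cap-B+2D (log2 fold change 1.78, standard error 0.059, edgeR adjusted p = 4.08e-23) and from Cap-B to Bell-B (log2 fold change 1.91, standard error 0.058, edgeR adjusted p = 2.3e-23). In the lingual part, Fst was at 64.7 ± 0.475 (SD, n = 3) CPM in Cap-L, 76.7 ± 1.53 (SD, n = 3) in Bell-L and 174 ± 3.23 (SD, n = 3) in Cap-L+2D. It was higher in the lingual part in all 3 comparisons, with log2 fold changes of -2.43, -0.79 and -2.09 (edgeR adjusted p = 1.5e-16, 6.56e-20 and 1.98e-23).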

Among these genes, *Rspo2* was upregulated in Cap-L + 2D, compared to Cap-L and Bell-L (Fig. 8c), while *Fst* was upregulated in Cap-B + 2D and Bell-B (Fig. 8d). R-spondin 2 (Rspo2) is a powerful stem cell growth factor and a key regulator in dental and craniofacial development. It significantly enhances Wnt/β-catenin signaling and plays a crucial role in cell differentiation and regeneration. Therefore, in this study, we focused on the roles of R-spondins.^29,30^ 

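Rspo1 (ENSMUSG00000028871, chromosome 4, 124880223 to 124902892) was expressed at 53.5 ± 0.868 (SD, n = 3) normalized CPM in Cap-L+2D and 41.4 ± 2.23 (SD, n = 3) in Cap-B+2D (log2 fold change -0.38, standard error 0.048, edgeR adjusted p = 2.26e-07). This difference was under the limit on the fold, and was of the same size between Cap-L and Cap-B (-0.38, edgeR adjusted p = 1.84e-05). From Cap-L to Cap-L+2D, Rspo1 changed by a log2 fold change of 0.25 (edgeR adjusted p = 9.62e-05). Rspo4 (ENSMUSG00000032852, chromosome 2, 151684847 to 151716588) was at 9.94 ± 0.489 (SD, n = 3) CPM in Cap-L+2D and 2.57 ± 0.344 (SD, n = 3) in Cap-B+2D (log2 fold change -1.96, standard error 0.11, edgeR adjusted p = 4.97e-14). The level in Cap-L+2D had risen from 1.62 ± 0.119 (SD, n = 3) CPM in Cap-L (log2 fold change 2.61, standard error 0.12, edgeR adjusted p = 4.31e-16). Rspo3 (ENSMUSG00000019880, chromosome 10, 29328412 to 29411863) was at 27.6 ± 1.51 (SD, n = 3) CPM in Cap-L+2D and 15.7 ± 1.35 (SD, n = 3) in Cap-B+2D (log2 fold change -0.81, standard error 0.066, edgeR adjusted p = 8.88e-11). In the lingual part Rspo3 fell in culture, from 40.6 ± 0.851 (SD, n = 3) CPM in Cap-L (log2 fold change -0.55, standard error 0.055, edgeR adjusted p = 2.49e-09).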

Among the R-spondin family members, *Rspo1*, *2*, and *4* were upregulated in Cap-L + 2D group (Fig. 8e). Furthermore, among Bmp inhibitors, *Grem1*, *Chrdl2* (chordin-like 2), *Chrd* (chordin), and *Noggin* were upregulated in Cap-B + 2D (Fig. 8f). 

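Grem1 rose from 4.56 ± 0.617 (SD, n = 3) normalized CPM in Cap-B to 18.8 ± 1.50 (SD, n = 3) in Cap-B+2D (log2 fold change 2.02, standard error 0.091, edgeR adjusted p = 2.49e-19). Nog (ENSMUSG00000048616, chromosome 11, 89191464 to 89193158), the gene of Noggin, rose from 3.65 ± 0.172 (SD, n = 3) to 15.1 ± 1.15 (SD, n = 3) CPM (log2 fold change 2.03, standard error 0.096, edgeR adjusted p = 8.67e-19). Chrd (ENSMUSG00000006958, chromosome 16, 20551877 to 20561134) rose from 31.3 ± 2.16 (SD, n = 3) to 69.0 ± 4.37 (SD, n = 3) CPM (log2 fold change 1.12, standard error 0.053, edgeR adjusted p = 8.48e-19). Chrdl2 (ENSMUSG00000030732, chromosome 7, 99655379 to 99683935) rose from 1.89 ± 0.150 (SD, n = 3) to 4.59 ± 0.414 (SD, n = 3) CPM (log2 fold change 1.25, standard error 0.14, edgeR adjusted p = 1.63e-09). Compared with Cap-L+2D, Chrd was higher in Cap-B+2D (log2 fold change 0.94, standard error 0.054, edgeR adjusted p = 8.2e-14), and Grem1 was higher in Cap-L+2D (log2 fold change -0.79, standard error 0.062, edgeR adjusted p = 3.58e-11). Nog and Chrdl2 did not differ between the cultured parts, with log2 fold changes of 0.022 and -0.14 (edgeR adjusted p = 0.819 and 0.283). The 6 Bmp inhibitor genes of the paper's plot had a mean log2 fold change of -0.33 between the cultured parts (limma's camera, adjusted p = 0.182, and 0.249 with the replicate block).

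**Figure D3:**
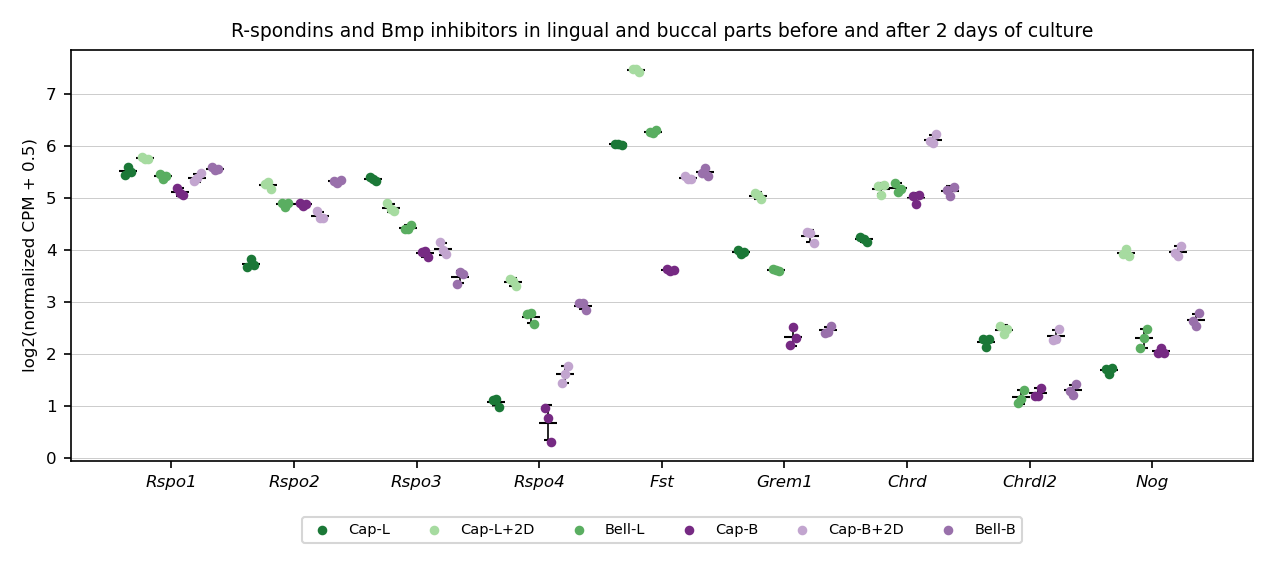
Expression of the R-spondin genes, Fst and the Bmp inhibitor genes Grem1, Chrd, Chrdl2 and Nog in the lingual and buccal parts at the cap and bell stages and after 2 days of culture, as log2 of normalized CPM plus 0.5 on the vertical axis. Points are the 3 libraries of each group, and the black marks are the mean and SD. Grem1, Chrd, Chrdl2 and Nog are higher in Cap-B+2D than in Cap-B, and Nog is at similar levels in Cap-L+2D and Cap-B+2D.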

Interestingly, the analysis of cnet plots indicated that Rspo1, Rspo2, and Rspo4 are linked to important factors in dental epithelial cells, such as *Shh*,^31^ *Bmp2*,^32^ and *Sox2*.^20^ These connections were associated with various GO terms, such as ‘branching morphogenesis of an epithelial tube’, ‘morphogenesis of a branching epithelium’, ‘osteoblast differentiation’, and ‘regulation of odontoblast differentiation’. 

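Shh (ENSMUSG00000002633, chromosome 5, 28661813 to 28672254) was at 1.41 ± 0.340 (SD, n = 3) normalized CPM in Cap-L+2D and had no count in any Cap-B+2D library, so that it was at least 15.2-fold higher in Cap-L+2D (edgeR adjusted p = 2.43e-10). At the cap stage it was too low to pass the filter on low counts. Bmp2 was at 110.5 ± 1.36 (SD, n = 3) CPM in Cap-L+2D and 23.9 ± 1.25 (SD, n = 3) in Cap-B+2D (log2 fold change -2.22, standard error 0.047, edgeR adjusted p = 8.13e-23). Sox2 (ENSMUSG00000074637, chromosome 3, 34704554 to 34706610) was at 2.93 ± 0.256 (SD, n = 3) and 0.241 ± 0.0956 (SD, n = 3) CPM (log2 fold change -3.56, standard error 0.24, edgeR adjusted p = 2.55e-12). Bmp2 and Sox2 moved toward the lingual part in culture, with interactions of -1.28 and -2.55 (edgeR adjusted p = 2.12e-14 and 2.77e-08). Shh moved the same way (edgeR adjusted p = 0.000107), but without a count in Cap-B+2D the size of its interaction was not measured. It was not called when all 24 libraries were fitted together (edgeR adjusted p = 0.166), while all other alternatives that gave a value called it. The epithelium markers differed in the same direction, which is a limit on assigning these genes to the mesenchyme. Their mean log2 fold change between the cultured parts was -2.88, with all 14 higher in Cap-L+2D (camera adjusted p = 2.28e-37, and 2.7e-36 with the block).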

All of these processes were mediated through the Wnt signaling pathway (Fig. 8g). These analyses indicated that Wnt inhibitory signaling is predominantly expressed in the lingual part, meaning that Wnt activity is naturally suppressed in this region in mouse tooth development, whereas BMP signaling is more highly expressed in the buccal part of the dental mesenchyme during the cap stage of tooth development.^33,34^ 

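At the cap stage, the Wnt inhibitors Dkk2 (ENSMUSG00000028031, chromosome 3, 131791053 to 131886065) and Sfrp2 (ENSMUSG00000027996, chromosome 3, 83673628 to 83681623) were higher in Cap-B than in Cap-L, each by less than the limit on the fold. Dkk2 was at 214 ± 4.82 (SD, n = 3) normalized CPM in Cap-B and 159 ± 4.73 (SD, n = 3) in Cap-L (log2 fold change 0.45, standard error 0.044, edgeR adjusted p = 1.59e-07). Sfrp2, which shares 17.6% of its exon bases with another gene, was at 402 ± 13.8 (SD, n = 3) and 314 ± 16.3 (SD, n = 3) CPM (log2 fold change 0.38, standard error 0.047, edgeR adjusted p = 2.31e-06). The Wnt inhibitor Wif1, which the paper names after culture, was higher in Cap-L, at 65.1 CPM against 47.6 in Cap-B, by less than the limit as well (log2 fold change -0.42, standard error 0.048, edgeR adjusted p = 8.45e-07). Bmp4 (ENSMUSG00000021835, chromosome 14, 46620977 to 46628126) was at 88.9 ± 1.67 (SD, n = 3) CPM in Cap-B and 73.5 ± 2.17 (SD, n = 3) in Cap-L (log2 fold change 0.30, standard error 0.044, edgeR adjusted p = 2.17e-05). From its analyses of GO terms and of genes linked to them, the paper concludes that Wnt inhibitory signaling prevails in the lingual part and BMP signaling in the buccal part at the cap stage.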

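Between the cultured parts, the 4 R-spondin genes had a mean log2 fold change of -0.94, with all 4 higher in Cap-L+2D (limma's camera, adjusted p = 0.0113, and 0.0131 with the replicate block). Rspo2 and Rspo4 moved toward the lingual part in culture, with interactions of -1.79 and -1.45 (edgeR adjusted p = 9.78e-17 and 3.27e-05). The Reactome pathway of Wnt signaling had a mean log2 fold change of -0.15 over 209 genes, of which 127 were higher in Cap-L+2D, and was not past the threshold (camera adjusted p = 0.158, and 0.157 with the block).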

When only the lingual part was cultured (Cap-L+2D), Wnt signaling, particularly R-spondin (Wnt activator), was upregulated, enabling continued tooth germ development. In contrast, culturing only the buccal part (Cap-B+2D) led to increased BMP signaling along with upregulation of BMP inhibitors. This shift in signaling caused the buccal mesenchyme to favor bone development rather than tooth formation. These findings highlight the distinct regulatory roles of Wnt and BMP signaling in the regional specialization of dental mesenchyme.

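Bmp4 was expressed at 137 ± 3.51 (SD, n = 3) normalized CPM in Cap-B+2D and 112 ± 1.39 (SD, n = 3) in Cap-L+2D, a difference under the limit on the fold (log2 fold change 0.27, standard error 0.038, edgeR adjusted p = 9.9e-07). Of the 22 genes of the Reactome BMP pathway tested after culture, 11 were higher in Cap-B+2D and 11 in Cap-L+2D. The interaction of side with culture had a mean of -0.13 over that pathway, and was not past the threshold (limma's camera, adjusted p = 0.057). Of the 12 fits that left out 1 library, 5 placed it past the threshold, toward the lingual part. From the changes in culture, the paper concludes that the lingual part raises R-spondins and goes on toward a tooth, and that the buccal part raises BMP signaling with its inhibitors and favors bone. For tooth against bone it also has kidney transplants and recombinants. In these the lingual part or its mesenchyme gave calcified teeth and the buccal did not, which the RNA values do not test.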

**Fig. 8:**
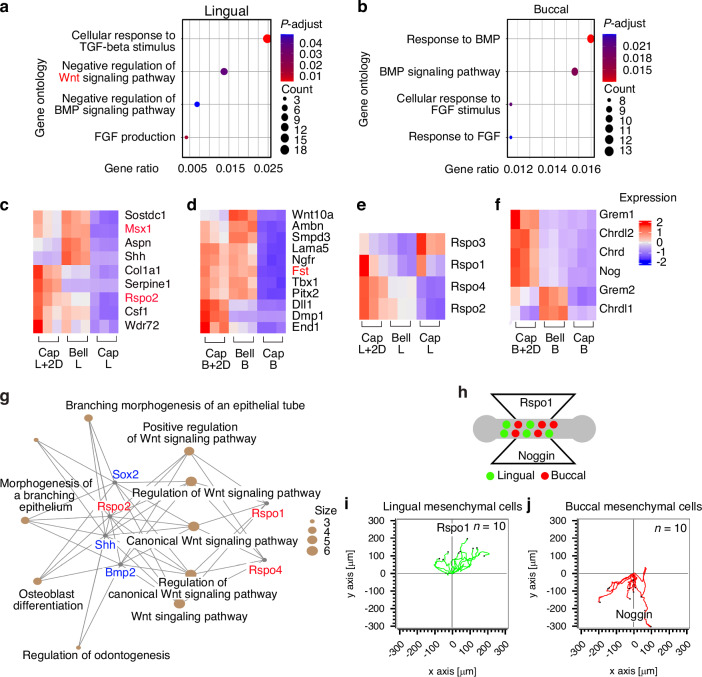
Regulation of odontogenic/osteogenic capacity at cap stage. **a** A dot plot visualizing GO overrepresentation results for upregulated genes. GO terms related with signaling pathway are identified in commonly upregulated signaling pathway in dental mesenchyme of the lingual part at cap stage, in dental mesenchyme of the lingual at bell stage; color and size of the dots indicate the *p* value and gene ratio of each representative GO term, respectively. **b** A dot plot shows GO terms related with signaling pathway in commonly upregulated signaling pathway in dental mesenchyme of the buccal part at cap and bell stage, and dental mesenchyme of the buccal part cultured in vitro for 2 days from cap stage. Heat map visualizes the upregulated genes related to the “odontogenesis” GO terms among Cap-L + 2D, Bell-L, and Cap-L groups (**c**), and Cap-B + 2D, Bell-B, and Cap-B groups (**d**). **e** Among the R-spondin family members, *Rspo1*, *2*, and *4* were upregulated in Cap-L + 2D group. **f** Among Bmp inhibitors, *Grem1*, *Chrdl2* (chordin-like 2), *Chrd* (chordin), and *Noggin* were upregulated in Cap-B + 2D. **g** cnet plot analysis for Rspo1, Rspo2, and Rspo4 are associated with key dental epithelial cell factors through various GO terms. All GO terms are mediated via the Wnt signaling pathway. **h** Lingual dental mesenchymal cells labeled with green and buccal dental mesenchymal cells labeled with red were seeded a microslide chemotaxis chamber with Rspo1 CM and Noggin protein. **i**, **j** Trajectory plots depicted the movement path of individual lingual mesenchymal cells (*n* = 10) and buccal mesenchymal cells (*n* = 10). Through transformation, all trajectories started at the origin (x = 0, *y* = 0) in order to visualize the movements of all cells relative to each other

To evaluate whether dental mesenchymal cells migrate via chemotaxis between the two regions of the dental mesenchyme (the lingual and buccal parts), and to determine if differences in growth factors can induce this migration during tooth formation, two populations of dental mesenchymal cells were stained with different colors, such as red, and green. Subsequently, Cell mobility toward the chemoattractant was monitored in real-time using a microslide-based chemotaxis assay (Fig. 8h). Equal numbers of green-stained lingual and red-stained buccal dental mesenchymal cells were seeded onto microslides. After treating the medium with R-spondin1 conditioned medium (CM) on one side and Noggin protein on the opposite side, the direction of cell migration was examined using trajectory plots (Fig. 8i, j). The individual cell migration was tracked within a 2D plane, as the trajectory plots. The lingual dental mesenchymal cells moved toward the Rspo1 CM (Fig. 8i), while buccal cells moved toward Noggin protein (Fig. 8j). These results suggested that the lingual-buccal axis in the dental mesenchyme defined the Wnt and Bmp signaling pathways.

### Differences in cell proliferation, apoptosis, and migration along the lingual-buccal axis of the dental mesenchyme

To examine the changes in cell proliferation and apoptosis in the lingual (Cap-L + 2D) and buccal (Cap-B + 2D) dental mesenchyme after 2 days of in vitro culture we performed immunofluorescence with proliferating cell nuclear antigen (PCNA) and cleaved Caspase-3 expression (Fig. 9a–h). PCNA was expressed in the dental epithelium and mesenchyme of the lingual part of the tooth germ that was cultured in vitro for 2 days (Cap-L + 2D) (Fig. 9c). However, its expression decreased in the dental mesenchyme of the buccal part of the tooth germ cultured for 2 days (Cap-B + 2D) (Fig. 9d, g). Cleaved Caspase-3 expression was detected in the region of the dental epithelium that had been cut using a syringe, as well as in the dental mesenchyme in Cap-L + 2D (Fig. 9e). In contrast, an increase in cleaved Caspase-3 positive mesenchymal cells was observed in Cap-B + 2D compared to Cap-L + 2D (Fig. 9f, h). Furthermore, GO analysis showed that proliferation and apoptosis-related GO terms were upregulated in the Cap-L + 2D and in the Cap-B + 2D, respectively (Fig. 9i).

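Between the cultured parts, the genes of the G2/M phase had a mean log2 fold change of 0.35, with 53 of 54 higher in Cap-B+2D (limma's camera, adjusted p = 9.92e-06, and 7.31e-06 with the replicate block). S phase genes had a mean log2 fold change of 0.19, with 32 of 43 higher in Cap-B+2D (limma's camera, adjusted p = 0.0734, and 0.0745 with the replicate block). The mitotic cell cycle pathway of Reactome had a mean log2 fold change of 0.12, with 259 of 387 higher in Cap-B+2D (limma's camera, adjusted p = 0.0331, and 0.0329 with the replicate block). The apoptosis pathway had a mean log2 fold change of -0.29, with 49 of 143 higher in Cap-B+2D (limma's camera, adjusted p = 0.0542, and 0.0532 with the replicate block). DESeq2 placed the lingual direction of the apoptosis pathway past the threshold, at -0.33 (camera adjusted p = 0.0157). With the correlation between genes estimated from the data, the G2/M and mitotic sets were no longer past the threshold (camera adjusted p = 0.193 and 0.23). Pcna (ENSMUSG00000027342, chromosome 2, 132091082 to 132095234) did not differ, at 22.5 ± 1.41 (SD, n = 3) normalized CPM in Cap-L+2D and 20.5 ± 1.22 (SD, n = 3) in Cap-B+2D (log2 fold change -0.13, standard error 0.063, edgeR adjusted p = 0.0774). Another gene shares 20.8% of its exon bases.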

**Fig. 9:**
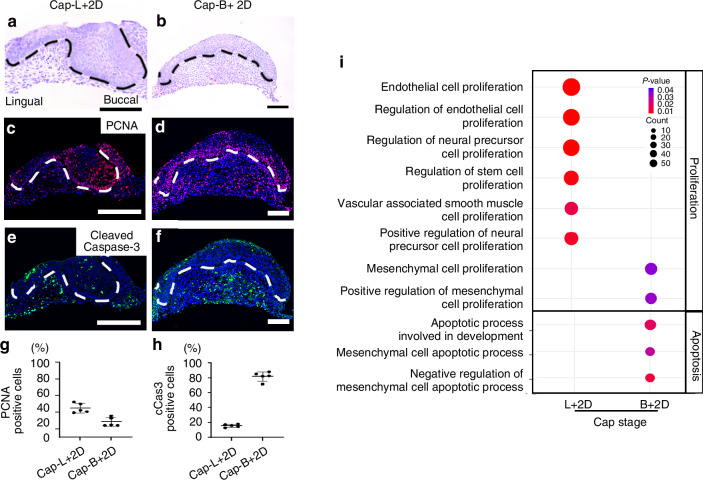
Changes of Cell proliferation and apoptosis in lingual and buccal part of dental mesenchyme. **a**, **b** H&E staining, **c**, **d** Cell proliferation (PCNA), and **e**, **f** cell death (cleaved Caspase-3) expression are compared between lingual part of dental mesenchyme, which were cultured in vitro for 2 days without buccal part (Cap-L+2D), and buccal part of dental mesenchyme, which were cultured in vitro for 2 days without lingual part (Cap-B + 2D), and (**g**) are quantified in graph. PCNA positive dental mesenchymal cells are more in Cap-L + 2D than in Cap-B + 2D, **h** while cleaved Caspase-3 positive cells are elevated in Cap-B + 2D compared to Cap-L + 2D. **i** GO terms related with cell proliferation more enriched in Cap-L + 2D, while GO terms related with apoptosis enriched more in Cap-B + 2D. (White and black dotted line; tooth germs, Scale bar = 100 µm)

To observe the migration of lingual and buccal part of dental mesenchyme, wound healing assay was performed. Wound closure was determined 36 h after scratch. The results showed that lingual dental mesenchymal cells exhibited a higher migration rate compared to buccal dental mesenchymal cells (Fig. 10a, b). In addition, to determine the direction of growth of the tooth germs, BrdU was treated in the culture medium for 1.5 h, changed to normal medium, and cultured for 2 days. Subsequently, IdU was treated for 0.5 h just before the tooth germs were harvested (Fig. 10c). When the lingual part of the tooth was cultured in vitro for 2 days (Cap-L + 2D), BrdU-positive cells (green) proliferated and co-localized with IdU. The BrdU+IdU+ cells (yellow) proliferated from the lingual side, while IdU+ cells (red, newly proliferating cells) were observed on the buccal side (Fig. 10d, e). In contrast, when the buccal part was cultured in vitro for 2 days, BrdU+IdU+ cells (yellow) and IdU+ cells (red) were observed on both the lingual and buccal sides (Fig. 10f, g). Therefore, it was evident that the lingual dental mesenchymal cells proliferate toward the buccal side to form the tooth, whereas the buccal cells proliferate in both the directions to form the tissues surrounding the tooth (Fig. 10h).

**Fig. 10:**
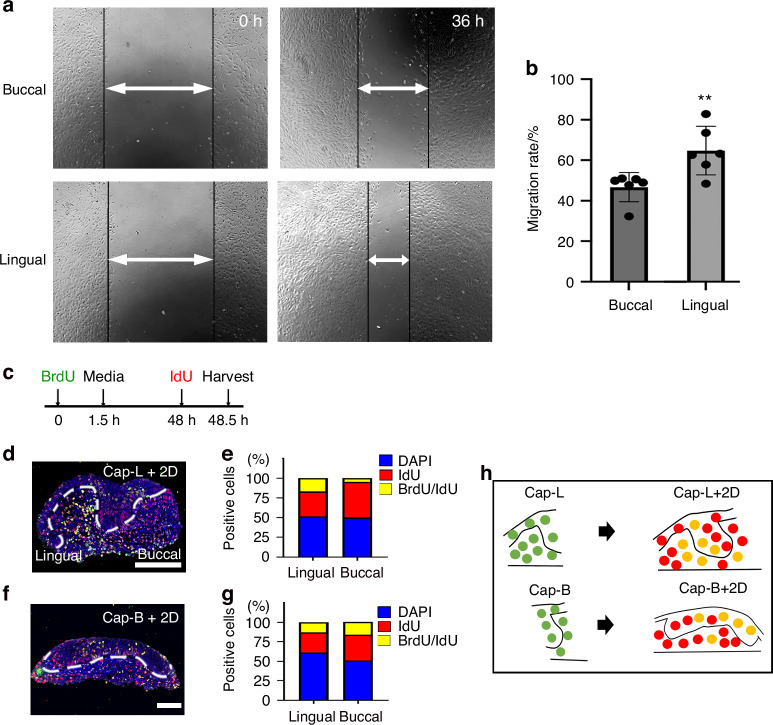
Migration rates and direction of lingual and buccal dental mesenchymal cells. **a** The migration of lingual and buccal dental mesenchymal cells was observed following a scratch wound after 36 h. **b** Quantitative analysis of cell migration rates 36 h post-scratch. **c** Media was treated with BrdU for 1.5 h, and media contained BrdU was changed into normal media. After in vitro culture for 48 h, IdU was treated for 30 min, and Cap-L + 2D and Cap-B + 2D were harvested to analyze for proliferative cells. **d** The BrdU/IdU co-localized cells are localized in lingual side, and newly proliferative red cells are localized on the other side (buccal side) of tooth germ in Cap-L + 2D. **f** While the BrdU/IdU co-localized cells were localized in buccal side and center, the red IdU cells proliferated toward both lingual and buccal side of tooth germ in Cap-B + 2D. **e**, **g** BrdU/IdU co-labeled cells, IdU-positive cells, and total nuclei (DAPI) were quantified using ImageJ, and the results were presented as graphs. **h** Diagram the directional movement of newly proliferating cells when the lingual or buccal part of the tooth germ is cultured in vitro. Data are presented as means ± standard deviations (SD). (White dotted line; tooth germ, Scale bar = 100 µm)

## Discussion

Recent studies have investigated bulk and single-cell transcriptomics to provide an atlas of epithelial and mesenchymal compartments involved in tooth development in human and mouse teeth.^35,36^ Here, we comprehensively analyzed the transcriptomic differences between the lingual and buccal regions of the dental mesenchyme during tooth development.

In one of the previous studies, proximal-distal split tooth germs develop into multiple teeth via the spatiotemporal regulation of reaction-diffusion waves in the tooth-forming field.^37^ A very recent study suggested that tooth germs exhibit polarization along the lingual-buccal axis, influencing tooth growth and cuspal patterning.^38^ However, only a few studies have systematically compared the lingual and buccal regions, especially in relation to mesenchymal compartmentalization. In this study, at the cap stage, the lingual mesenchyme showed an enrichment of GO associated with extracellular matrix (ECM) organization and morphogenesis, indicating its crucial role in establishing a structural framework for tooth development, including enamel organ and dental papilla formation. In addition, the lingual mesenchyme exhibited a high capacity for odontoblast differentiation, which is essential for dentin formation. In contrast, the buccal mesenchyme at the cap stage was enriched in GO terms related to stemness and regeneration, suggesting its involvement in maintaining progenitor populations and supporting tooth growth and regeneration. Our findings revealed the existence of distinct molecular signatures in these regions at different stages of tooth morphogenesis. These further suggest that the lingual and buccal regions of the dental mesenchyme may possess specialized capabilities in tooth development.

Tooth development follows a sequential pattern in the lingual region, as seen in reptiles with multiple tooth rows.^39^ In mammals, however, tooth formation is limited to a single row per jaw, regulated by opposing gradients along the lingual-buccal axis. Cuspal patterning begins with enamel knot formation on the buccal side and moves toward the lingual side.^18^ Since cuspal patterning is an epithelial-driven process,^7^ this study focuses on the mesenchymal compartment.

Morphogens, crucial for embryonic development, create concentration gradients that provide positional information during pattern formation.^12^ Retinoic acid influences positional cues during limb development, while Hox genes regulate tissue patterning, including skull development.^33,40^ Although teeth arise from the first branchial arch, their development is unaffected by Hoxa2 expression, suggesting distinct regulatory mechanisms for tooth formation.^41^ While there have been many studies on cuspal morphogenesis and gene expression in the lingual and buccal regions, the characteristics based on positional information in these regions have not been adequately studied. In this study, lingual dental mesenchymal cells cultured in vitro for 2 days at the cap stage showed high proliferative capacity for tooth formation, with upregulation of Wnt-associated genes (*Dkk2, Dkk3, Wnt11, Wif1, Apoe, Sfrp2*). In contrast, buccal dental mesenchymal cells cultured in vitro had greater osteogenic potential, with upregulation of BMP signaling genes (*Fst, Lefty1*). 

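Wnt11 (ENSMUSG00000015957, chromosome 7, 98484319 to 98504402) was expressed at 43.0 ± 1.53 (SD, n = 3) normalized CPM in Cap-L+2D and 13.5 ± 0.747 (SD, n = 3) in Cap-B+2D (log2 fold change -1.67, standard error 0.058, edgeR adjusted p = 2.48e-18). Wif1 (ENSMUSG00000020218, chromosome 10, 120869865 to 120936555) was at 232 ± 5.54 (SD, n = 3) and 90.1 ± 1.95 (SD, n = 3) CPM (log2 fold change -1.37, standard error 0.038, edgeR adjusted p = 2.95e-20). Apoe and Sfrp2 were higher in Cap-L+2D, with log2 fold changes of -0.87 and -0.51 (edgeR adjusted p = 1.29e-15 and 1.05e-11). That of Sfrp2 fell under the limit on the fold in 1 of the 6 fits that left out a library. Dkk2 was higher in Cap-L+2D by less than the limit (log2 fold change -0.37, standard error 0.037, edgeR adjusted p = 6.09e-09). Dkk3 (ENSMUSG00000030772, chromosome 7, 111715224 to 111758264) was higher in Cap-B+2D, at 236 ± 4.63 (SD, n = 3) against 178 ± 1.55 (SD, n = 3) CPM (log2 fold change 0.39, standard error 0.036, edgeR adjusted p = 8.23e-10).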

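Lefty1 was higher in Cap-B+2D, at 1.10 ± 0.147 (SD, n = 3) normalized CPM against 0.206 ± 0.0960 (SD, n = 3) in Cap-L+2D (log2 fold change 2.41, standard error 0.33, edgeR adjusted p = 7.03e-07). For Fst, the interaction of side with culture was 0.34 (edgeR adjusted p = 0.00026), so that the gap between the parts narrowed in culture while Cap-L+2D stayed above Cap-B+2D. The fit of all 24 libraries did not call this interaction (edgeR adjusted p = 0.102).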

Lingual cells without buccal cells preferred Rspo1, to make the tooth, while buccal cells without lingual cells preferred Noggin to produce the surrounding tissue. 

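The difference of Rspo1 between the lingual and buccal parts did not change in culture (interaction of side with culture -0.00030, standard error 0.078, edgeR adjusted p = 0.999). With the scaling of the supplementary tables, the difference passed the limit on the fold at the cap stage (-0.59, edgeR adjusted p = 7.02e-08).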

The Rspo family, particularly *Rspo1*, was significantly upregulated in the lingual part, activating the Wnt pathway. BMP signaling is crucial for tooth development, with disruptions leading to dental abnormalities. 

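Grem1 and Chrdl2 moved toward the buccal part in culture, with interactions of 0.90 and 0.97 (edgeR adjusted p = 3.18e-07 and 5.68e-05). Chrd did not (0.11, edgeR adjusted p = 0.346), since its buccal excess was already present at the cap stage (log2 fold change 0.83, standard error 0.064, edgeR adjusted p = 5.43e-09). For Nog, fits that left out 1 library gave 0.40 to 0.47 toward the buccal part at the cap stage and -0.036 to 0.065 after culture. The 6 Bmp inhibitor genes of the paper's plot had a mean interaction of -0.076, with 3 in each direction (limma's camera, adjusted p = 0.49).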

Bmp inhibitors (*Grem1, Chordin, Noggin*) were upregulated in buccal cells. Our results show that the tissue designated for tooth formation is prespecified at the cap stage. This highlights a new mechanism in lingual-buccal tooth patterning, where the WNT/BMP pathway plays a key role in interpreting positional information during tooth development.

An in vitro reaggregation system, in which all mesenchymal cells are reset to an equivalent state and have the same probability of bud initiation, has been utilized in many model systems, such as feather and tooth patterning.^7,42^ In one of the previous studies, when a feather reconstitution assay was used for feather patterning, the patterning process was reverted to the initial state during which the mesenchymal cells self-organized from an equivalent state into periodic patterns.^42^ These dissociated mesenchymal cells were analyzed with modulation of morphogens, which can change the primordial size and spacing. Furthermore, the reaggregation of dental mesenchymal tissue was useful for studying the predetermination of the dental mesenchyme.^7^ In this study, we used a reaggregation system to identify the fate of dental mesenchymal cells. The tooth and its components namely, dentin and dental pulp were determined by the lingual part of tooth germs, and the surrounding tissue by the buccal part of tooth germs.

In conclusion, we proposed a model of dental mesenchymal cell patterning along the lingual-buccal axis for tooth and surrounding tissue formation. The characteristics of dental mesenchymal cells vary along the lingual-buccal axis, and the fate of the tooth and surrounding tissue formation is determined by dental mesenchymal cells via WNT/BMP signaling. These findings could be explored further in terms of their functional significance, particularly in tissue engineering and regenerative therapies, which may ultimately lead to advancements in stem cell-based tooth regeneration and more effective therapeutic applications for dental restoration and repair.

## Materials and methods

All experiments were approved by the Institutional Animal Use and Care Committee, Yonsei University College of Dentistry, and were performed in accordance with their guidelines (2023-0053).

### Animals

Adult ICR mice were housed in a temperature-controlled room (22 °C) under artificial illumination (lights on from 05:00 to 17:00) at a relative humidity of 55% with access to food and water ad libitum. The embryos were obtained from time-mated pregnant mice. Embryonic day 0 (E0) was designated as the day on which a vaginal plug was confirmed. First mandible molar tooth germs of ICR mice at E13 for the cap stage, and E15 for the bell stage were used. For reaggregation experiment of dental mesenchymal cells, Wnt1^CreERT2^ were bred with R26^flox-STOP-tdTomato^ mice to generate Wnt1^CreERT2/+^; R26R^Tom/+^. In these mice, dental mesenchymal cells expressing Tdtomato under the control of Wnt1. They were maintained on a C57BL/6 background. Cre-mediated recombination was induced in mice by intraperitoneal injection of tamoxifen (T5648, Sigma, and St. Louis, MO) at a dose of 100 mg/kg at E10.

### Tooth split in lingual-buccal direction

The tooth germs from mouse mandible at cap and bell stage were divide two region with lingual and buccal part with 30 gauge fine needle, and were analyzed for RNA sequencing, immunofluorescence, in situ hybridization, and kidney transplantation. 50 samples were used for in in situ hybridization and immunofluorescence, and 10 ~ 15 samples were used for kidney transplantation, respectively.

### In situ hybridization

Tissues were fixed overnight in 4% paraformaldehyde (PFA). The hybridizations were performed on the limb buds with digoxigenin-labeled RNA probes in hybridization buffer for 18 h at 72 °C, and the hybridization signals were detected using alkaline phosphatase-conjugated, anti-digoxigenin antibodies with a nitro blue tetrazolium chloride/5-bromo-4-chloro-3-indolyl phosphate toluidine salt substrate (Roche, Mannheim, Germany).

### Histology

The samples were fixed with 4% paraformaldehyde (PFA) for fixation. Paraffin-embedded specimens were sectioned into 5 µm thick sections. Hematoxylin and eosin (HE) staining was performed after deparaffinization. For immunological staining of histological sections, the following antibodies were used, as previously described.^43^ The antibodies for immunofluorescent staining were: Amgn (SantaCruz, USA), DSP (SantaCruz, USA), Fibrillin (Invitrogen, USA), PCNA (Abcam, UK), cleaved Caspase-3 (cCaspase-3; Cell signaling). BrdU (Abcam, UK), IdU (Invitrogen, USA).

The sections were counterstained with TO-PRO3 (Molecular probes, USA). For visualization, anti-mouse or rabbit IgG conjugated with Alexa Fluor 488 or 555 dye (Invitrogen, USA) was applied and observed under a confocal microscope (DMi8, Leica, Germany or C1si, Nikon, Japan).

### Reaggregation and recombination

20 of tooth germs were dissected from mandible at cap stage, dental epithelium and mesenchyme were isolated, made single cell. Furthermore, 1.25 × 10^5^ of buccal mesenchymal cells from tooth germs of Wnt1^creERT/+^;R26R^Tom/+^ mice were obtained, and reaggregated with 1.25 × 10^5^ of lingual mesenchymal cells from tooth germs of WT mice. Or same cells of buccal mesenchyhmal cells from WT mice were reaggregated with 1.2 × 10^5^ of lingual mesenchymal cells from tooth germs of Wnt1^creERT/+^;R26R^Tom/+^ mice. The reaggregated dental mesenchymal cells were recombined with dental epithelium from WT mice, and incubated 1week underneath the kidney capsule.

### RNA sequencing

36 embryos from 3 pregnant mice were obtained. The tooth germs were isolated from the mandibular M1 tooth germs at the cap and bell stage, were divded into lingual and buccal part. The only dental mesenchyme were isolated from each part, respectively. RNA was extracted by TRIzol. mRNA libraries were prepared using TruSeq Stranded mRNA Preparation kit (Illumina, CA, USA) according to the manufacturer’s instruction. RNA-seq was performed with triplicate using Illumina HiSeq2500 sequencing platform. Cutadapt (version 2.8) was used to trim adaptor sequence and discard low quality reads. Two biological replicates for each species were performed with RNA-seq, and were analyzed. The trimmed and fitered reads were mapped on reference genome GRCM Reference,^39^ INSDC Assembly GCA_000001635.9 for mouse) using STAR version 2.7.1a.^44^ The expression level of genes and transcripts were calculated using Cufflinks version 2.2.1.^45^ DEGs were identified using DESeq version 1.44.0^46^ with *p*-Value < 0.05 and |fold change | > 1 threshold. Volcano plots, violin plots, cnet plots and dot plots were generated using ggplot2 (version 3.4.1). Gene set analysis of significant DEGs for GO terms were performed using clusterProfiler (version 4.0.4), a R package for interpretation of omics data.^47^ Visaulization of DEGs on a map of signaling pathway was performed using Pathview version 1.30.1, a R package for pathway based data integration and visualization.^48^ The RNA-seq data have been deposited in the Gene Express Omnibus (GEO) database [GEO: GSE292940].

### Transcriptomic analysis

Raw sequence reads produced by the sequencer were cleaned using FastQC version 0.11.7. The cleaned reads were aligned on mouse reference genome (GRCm39.107) and quantified using Subread version 2.0.0.^49^ Differentially expressed genes (DEGs) were identified using DESeq2 version 1.46.0^50^ with the *P* value < 0.05 and fold change >1 threshold for significance. GO terms, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, and hall mark gene sets (H, MSigDB collections, BROAD Institute) enriched on the significant DEGs were accessed using clusterProfiler version 4.14.4.^47^ The KEGG pathway map colored by fold change of DEGs were generated using Pathview version 1.46.0.^48^ Enrichment scores of each sample on gene sets and cell markers were calculated using GSEABase version 1.68.0 Volcano plots, bar plots, box plots, dot plots and heatmaps were generated using ggplot2 (version 3.5.1) and ComplexHeatmap (version 2.22.0). All statistical analysis and visualizations were performed under R (version 4.4.1) and RStudio environment.

### Chemotaxis assay

The chemotaxis assay was performed using a microslide-based system to evaluate the directed migration of dental mesenchymal cells in response to specific proteins. Lingual (stained with CellTracker^TM^ Green, Thermofisher, USA) or Buccal (stained with CellTracker^TM^ Red) part of dental mesenchymal cells isolated from tooth germ at cap stage were cultured in DMEM with 10% FBS at 37 °C and 5%CO_2_. A microslide chemotaxis chamber (Ibidi, Germany) was used. For the assay, R-spondin1 conditioned medium (Rspo1 CM) and Noggin were used as chemoattractants. Each cell was seeded into the microslide chamber and allowed to adhere for 2 h before the introduction of the chemoattractant. Time-lapse imaging was conducted at 37 °C with 5% CO₂ equipped with a live-cell imaging system (CQ1, Yokogawa, Japan). Cell migration was tracked and analyzed using ImageJ software with the Chemotaxis and Migration Tool plugin.

### RT-qPCR

For quantification of the level of RNA, the cells were harvested from each group using TRIzol reagent (Invitrogen, NY, USA). RT-qPCR was performed using a Thermal Cycler Dice^TM^ Real Time System and SYBR premix EX Taq^TM^ (Takara, Japan) according to the manufacturer’s instruction. For RT-qPCR, the reaction mixture was initially incubated for one min at 95 °C. The amplification program consisted of 40 cycles of denaturation at 95 °C for 5 s, annealing at 55–60 °C for 10 s, and extension at 72 °C for 10 s. The RT-qPCR analysis of each sample was performed in triplicate, and the amount of each of the RT-qPCR products was normalized using β-2-microglobulin as an internal control. The primers used for amplification were as Table 1:

**Table 1:** Primer sequences

	Forward (5′-3′)	Reverse (5′-3′)
*B2m*	GGGAAGCCGAACATACTGAA	TCACATGTCTCGATCCCAGT
*Alx1*	GATGAGTGAAATGTCAGCCCC	TTAGGGCTTCTTGGGCGATT
*Tbx15*	GGGCTGCCAGCTCAGTAG	TGAGCCGATCAAGGCTTCAA
*Hand1*	GAGGAGAGGAAAGGACGCAG	CTCGGCGGGAAGTGAACATA
*Tbx18*	GTGTTAGTCCTCTCGGGCTC	TCCTCTTTCTCTGGCGTTGG
*Col4a2*	CGCCTGGTACAAAAACCTCCA	CCGTGATAAAGTGCGTGCCA
*Mmp13*	GCCATTACCAGTCTCCGAGG	GGTCACGGGATGGATGTTCA
*IFITM5*	CTGGTCTGTCTTCAGCACGA	CCGCAGAGTCTTTGGCTAAC
*Hgf*	TGACCTGCAATGGTGAAAGC	GGGTCAAGAGTGTAGCACCA
Mmp9	AGACCTGAAAACCTCCAACCT	CGAATGGCCTTTAGTGTCTGG
*Hand2*	GGAAGGCGAGATGAGTCTGG	CATCTCCGGGTGGCCAATAA
*Tgfb2*	CAGGAGTGGCTTCACCACAAA	TGGCATATGTAGAGGTGCCAT
*Gremlin1*	GAAAGGTTCCCAAGGAGCCA	TCGCTTCAGATACTTGCGCT
*Osr2*	TCACCTACGGGATCACAGGT	TGTGGGACATTTGTGTGGAG
*Thy1*	CACCAAGGATGAGGGCGACTA	GCTTATGCCGCCACACTTGA
*Sema3c*	CGTCCGGGTGATTCAGACAT	AGCATCGTCCTTTGCCAGAT
*Sox10*	AACCACCCCAAAGACAGAGC	TTGGGTGGCAGGTATTGGTC
*Posn*	CGAATCATTACAGACACACCTGC	AACGGCCTTCTCTTGATCGT
*Col8a*	CGGGTGGTAAAGGGGAACAA	CCCAGGAACACCCCCAATAC
*Bmp2*	TCAGCATGTTTGGCCTGAAGCA	GCCGTTTTCCCACTCATCTCTGGAA
*Ostn*	GCTTCAACTGTGTCAGAAGGC	TCACCCCTAGGCTGGTAGAA
*Hand2*	CCAGCTACATCGCCTACGTC	TTGCTGCTCACTGTGCTTTT
*Dll1*	TCCACATTGTCCTCGCAGTA	ACGGACATTGAGGACAGCTT
*Myod1*	GACTGCCTGTCCAGCATAGT	TTCCCTGTTCTGTGTCGCTT
*Myog*	AGCCCCCTTGTTAATGTCCC	GTCAGGGCACTCATGTCTCT
*Hoxd4*	AGTGCAGATGCTTGGTTCCT	CAGGGCACTCATGTCCATCT
*Hoxd8*	CCTGACTGTAAATCGTCCAGTGGTA	AGTTTGGAAGCGACTGTAGGTTTG

### MicroCT

Three-dimensional reconstructed computed tomography images were obtained by scanning calcified bone using micro-computed tomography (Micro-CT, Skyscan 1076, Skyscan, Antwerp, Belgium). The data were then digitalized using a frame grabber, and the resulting images were transmitted to a computer for analysis using Comprehensive TeX Archive Network (CTAN) topographic reconstruction software.

### Statistical analysis

All results are presented as the means and standard deviations of at least five independent experiments for in vitro assays and at least five independent experiments for in vivo analysis. Comparisons between two groups were analyzed using Student’s *t* test. All statistical analyses were performed in GraphPad Prism 9 software. All graphs are presented as means ± standard deviations. *, **, and *** describe *P* values of <0.05, 0.01, and 0.001, respectively.

## Supplementary information

Supplementary Figures

# Supplementary material for: Prespecified dental mesenchymal cells for the making of a tooth
**Source:** Int J Oral Sci. 2025 Oct 9;17:67. doi: 10.1038/s41368-025-00391-7
**Supplement:** Supplementary file 1 — Supplementary Figures

**Prespecified dental mesenchymal cells for the making of a tooth**

**Eun-Jung Kim a, Hyun-Yi Kim b, Suyeon Lee a, Junsu Kim a, Shujin Li a, Anish Ashok Adpaikar a, Thantrira Porntaveetus c, Senthil Kumar Baskaran a, Jong-Min Lee a,**

**Han-Sung Jung† a, c**

bNGeneS Inc., Ansan-si, Korea

**Supplementary Figures**

**
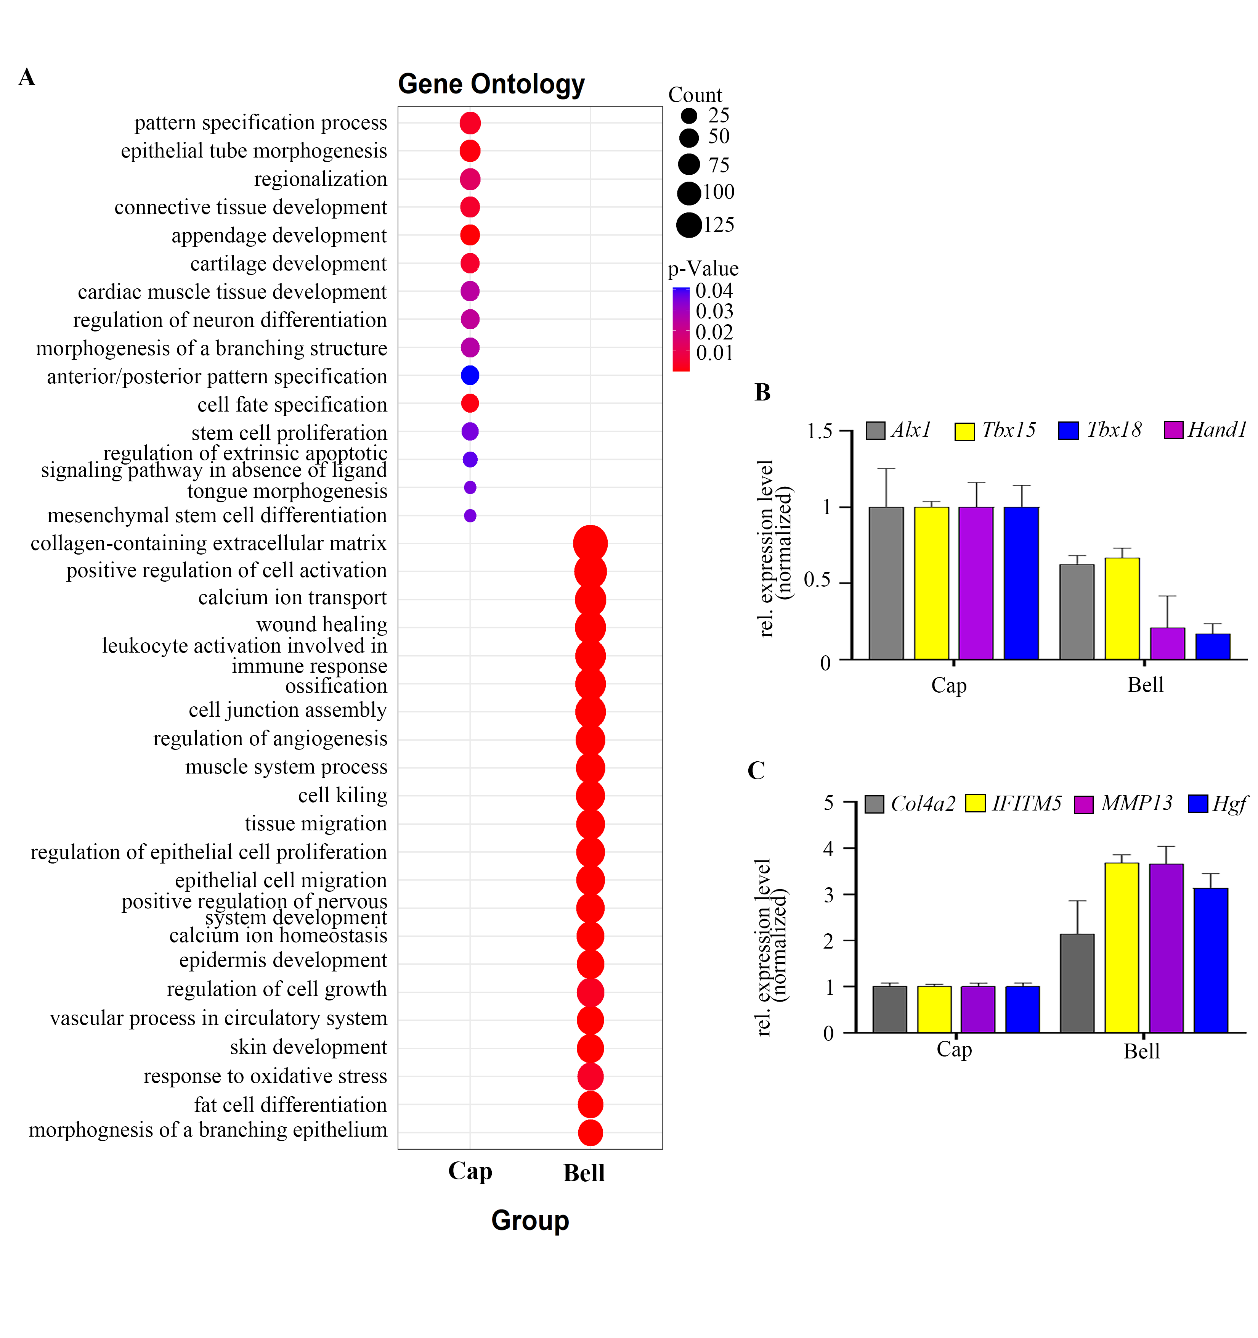
**

**Supplementary Figure 1. Dot plots representing GO term enrichment analysis of upregulated differentially expressed genes (DEGs) at the cap and bell stages and validation of upregulated genes at cap and bell stage** (A) GO terms enriched in the mesenchyme at cap and bell stage. (B, C) The genes which were enriched in the dental mesenchyme at cap (A) and bell (B) stage were validated in RT-qPCR. (**p* < 0.1, ***p* < 0.01; ****p* < 0.001). Data are presented as means ± standard deviations (SD)

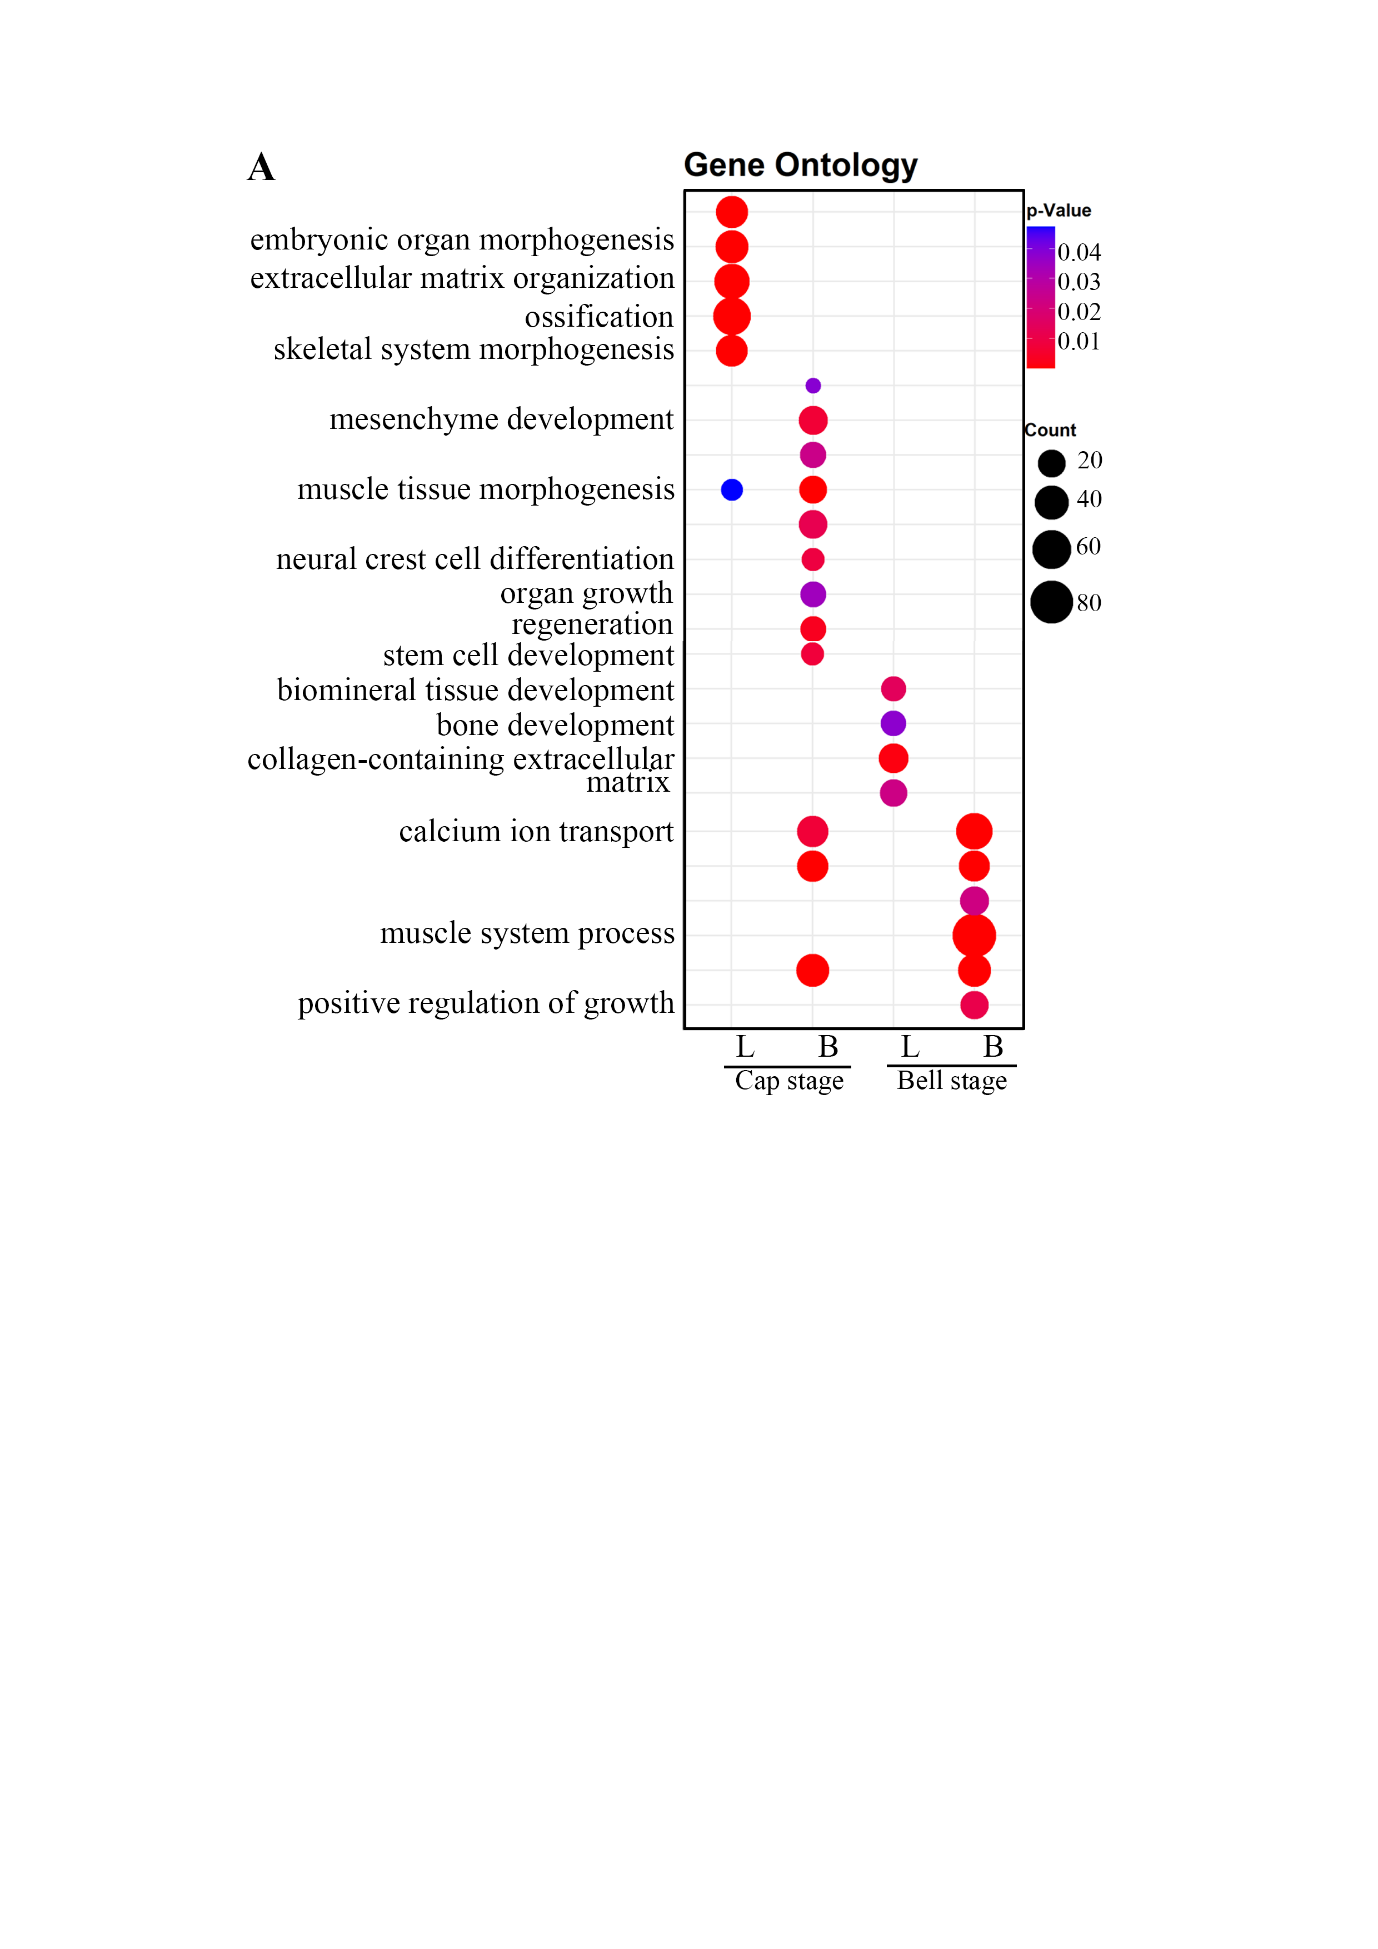

**Supplementary Figure 2. Dot plots representing GO term enrichment analysis of upregulated differentially expressed genes in the lingual part of the dental mesenchyme compared to the buccal part at the cap and bell stages.** (A) GO terms enriched in the lingual mesenchyme at the cap stage include embryonic organ morphogenesis, extracellular matrix organization, ossification, and skeletal system morphogenesis. In contrast, GO terms enriched in the buccal mesenchyme include mesenchyme development, muscle tissue development, neural crest differentiation, organ growth, regeneration, and stem cell development.

**Table1. Upregulated DEGs of whole tooth germs at cap stage than at bell stage**

**Table2. Upregulated DEGs of whole tooth germs at bell stage than at cap stage**

**Table3. Upregulated DEGs of lingual part of tooth germs at cap stage than of buccal part**

**Table4. Upregulated DEGs of buccal part of tooth germs at cap stage than of lingual part**

**Table5. Upregulated DEGs of lingual part of tooth germs at bell stage than of buccal part**

**Table6. Upregulated DEGs of buccal part of tooth germs at bell stage than of lingual part**

**Table 7. Upregulated DEGs of dental mesenchyme of the lingual (Cap-L+2D) part after cultured *in vitro* for two days at the cap stage than of buccal (Cap-B+2D) part after cultured *in vitro* for two days at the cap stage**

[truncated: 101,277 more chars]

How the deposited data were processed for this re-analysis (not part of the article)

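The study's RNA-seq data comprise 24 libraries in 8 groups of 3: the undivided dental mesenchyme at the cap and bell stages (Cap-W, Bell-W), the lingual and buccal parts at both stages (Cap-L, Cap-B, Bell-L, Bell-B), and the lingual and buccal parts of the cap stage after 2 days of culture in vitro (Cap-L+2D, Cap-B+2D). Libraries were assigned to groups from their labels and the paper's methods.

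The authors trimmed and aligned the reads and deposited, in 1 table, the counts of read pairs per gene for 56748 genes, without normalization. Their table's header names featureCounts of Subread 2.0.0 in its paired mode, over the exons of each gene of an Ensembl annotation of GRCm39. The counting ignored strand, although the paper names a stranded library kit, and left out read pairs that mapped to several places or to several genes. Gene symbols were taken from the Ensembl release 116 annotation by identifier, which named 56017 of the 56748 genes. Positions and overlaps come from the exon coordinates in the deposited table. A second identifier with the symbol Nrg1, which lies inside the longer gene, was set aside. The alignment and the filters on reads are already in the deposited counts and were not repeated.

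Counts per library totalled between 20581720 and 39266497, with a median of 27677163. The floor of 3 counts came to between 0.0764 and 0.146 CPM, which are counts scaled to 1000000 per library. Floors and intervals cover counting error only, since PCR duplicates were not marked.

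Tests were computed in R 4.3.3. For each comparison, the libraries of its groups were fitted with edgeR 4.0.16 after TMM normalization and the filterByExpr filter on low counts. A quasi-likelihood test with Benjamini-Hochberg adjustment was used, and genes with an adjusted p under 0.05 and an absolute log2 fold change over 0.5 were called. The replicate number was not a block in this fit. The paper's methods state triplicates, 2 biological replicates, and 36 embryos from 3 pregnant mice, and no statement was found there on whether same-numbered libraries share animals. The pairing in the alternative with the replicate number as a block comes from the labels. Interactions of side with stage and of side with culture were tested over 12 libraries each, and counted at an adjusted p under 0.05 without a limit on the fold. Groups of the same side were compared within 1 fit of 9 libraries.

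Gene sets were tested with camera of limma 3.58.1, run on the counts of each edgeR fit with a correlation between genes of 0.01. P values were adjusted over the 18 sets drawn from the paper's terms and, separately, over up to 13 lists of marker genes. For DESeq2, its test statistics were tested with limma's cameraPR instead, without the filter on low counts. The side given for a set is that of its mean log2 fold change and was not taken from camera. Reactome pathways stood in for the GO terms, whose annotation was not at hand. Genes are named in the text by a fixed rule: every gene the paper names for the comparison, B2m as its RT-qPCR reference gene, and the 3 genes in each direction with the largest absolute log2 fold change among those with an adjusted p under 0.05, an average log2 CPM of at least 2 and the same direction in all 3 same-numbered pairs. Wt2, which is no gene symbol, was read as Wnt2. Results for 3 of the genes the paper names are not reported here.

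The alternatives, whose effects the closing section gives, were RLE normalization, DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, all 24 libraries in 1 fit, the replicate number as a block, leaving out the 100 most abundant genes, other thresholds, and each library left out in turn. The test design, the naming rule and these alternatives were set before the data were examined. Added after the values were seen was 1 alternative, which moves the scaling between the groups so that the median difference from the log2 fold changes of the supplementary tables is 0.

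The pipeline was tested on simulated counts with 200 changed genes. On data drawn from the libraries of the cap stage parts, edgeR recovered 199 of the 200 genes with 3 false calls, and DESeq2 recovered 193 with 0 false calls, while 2.64% of the unchanged genes had an unadjusted DESeq2 p under 0.05. On data drawn from the undivided mesenchyme, whose libraries differ more, edgeR recovered 136 genes with 16 false calls and DESeq2 160 with 73. For the interaction, 199 were recovered with 10 false calls.

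The imaging, transplantation, in situ hybridization and RT-qPCR experiments have no deposited values here and were left out. Supplementary Table 8 was not available, and the available copy of Supplementary Table 7 is shortened.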

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

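The tests of bone RNA and of scaling for Mmp13, Fgf3, Dmp1 and Notum, the test of the Y-linked genes, and the comparison of the muscle markers with the undivided mesenchyme were chosen after the results were seen. The tests of the epithelium and muscle markers and of other assignments of the libraries were chosen before.

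The difference between the lingual and buccal parts was not the same in all conditions. The interaction of side with stage had an adjusted p under 0.05 in 7137 genes, and that of side with culture in 7842 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 50 assignments of the 12 libraries to the 4 groups that kept 1 library of each replicate number per group, only the real one, 1 of 50 in both cases, gave as many genes. The most that another assignment gave was 1657 genes for the stage and 3746 for the culture. Assignments that only swapped the labels of whole groups were left out. The others mixed parts with stages or with culture inside a group, which widens the spread there. Their counts therefore cannot show how often so many interactions would arise without a real one. With all 24 libraries in 1 fit the counts fell to 2581 and 4048. Part of the interaction with culture goes with the epithelium markers, whose mean interaction was -2.22 (camera adjusted p = 7.95e-57, in the direction of the mean in 12 of 14 markers). The bone markers moved with stage, by 1.26 (camera adjusted p = 7.06e-16). How many of the genes follow from such differences in tissue was not counted, so a change in the tissue that the parts held and a change in the mesenchyme cannot be told apart here.

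Mmp13, Fgf3, Dmp1 and Notum changed side between the stages. The log2 fold changes were -2.78, -1.91, -0.76 and -0.43 at the cap stage and 0.47, 0.70, 0.95 and 0.67 at the bell stage. Their interactions were 3.26, 2.60, 1.71 and 1.10, and all 12 fits that left out 1 library kept each of them past the threshold. The sides themselves were less firm: Mmp13 at the bell stage and Notum at the cap stage were under the limit on the fold. With all 24 libraries in 1 fit, Notum was not called at the bell stage (edgeR adjusted p = 0.0534). If RNA from bone were the source, other bone markers would move the same way, and they did: without Dmp1, 6 of 6 bone markers moved toward the buccal part, with a mean interaction of 1.19. Under the other scalings tried at least 100.4% of each change of side was left, so scaling does not account for it. The bone markers lost their lingual excess, from a mean of -1.23 at the cap stage to 0.039 at the bell stage, but did not change side together: Dmp1 and Spp1 (1.60) were higher in the buccal part, and Ifitm5 (-0.99) and Alpl, at 298 normalized CPM in Bell-L and 149 in Bell-B, in the lingual part. A change in the amount of bone tissue may account for part of the interactions. Because the bone markers went to both sides at the bell stage, they leave another question open. They cannot decide whether bone gave the buccal excess of Mmp13, Fgf3 and Notum there. No further explanation was tested, so a technical source and a biological one cannot be told apart.

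Rspo2 was higher in Cap-B than in Cap-L and higher in Cap-L+2D than in Cap-B+2D, and its interaction of side with culture was -1.79 (standard error 0.086). The value stayed between -1.85 and -1.75 in the 12 fits that left out 1 library and between -1.79 and -1.76 under the alternatives tried. RNA from epithelium does not account for this. Rspo2 was higher in Cap-B while the epithelium markers were higher in Cap-L, and from Cap-L to Cap-L+2D Rspo2 rose from 12.8 to 37.4 normalized CPM while the markers fell from a mean log2 CPM of 4.41 to 3.92. RNA from other tissues was not tested for this gene, so a technical source and a biological one cannot be told apart.

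The paper treats the libraries as dental mesenchyme, and its methods state that mesenchyme alone was taken from each part. Its staining after culture, though, shows dental epithelium in the cultured lingual part. Markers of other tissues differed between the parts. All 14 epithelium markers were higher in Cap-L+2D than in Cap-B+2D, with a mean log2 fold change of -2.88 (camera adjusted p = 2.28e-37), against -0.67 at the cap stage and -0.50 at the bell stage. RNA from epithelium would raise these markers, but their mean of -2.88 is the finding itself and no separate test. RNA from epithelium is therefore only a candidate explanation for part of the genes higher in Cap-L+2D. Krt13 and Krt4 had the largest log2 fold changes in that direction among genes with an average log2 CPM of at least 2. How much of the list comes from epithelium was not measured.

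All 11 skeletal muscle markers tested were higher in the buccal part, with mean log2 fold changes of 3.18 at the cap stage, 2.73 at the bell stage and 3.49 after culture (camera adjusted p = 2.2e-53, 3.18e-158 and 3.51e-120). RNA from skeletal muscle would raise these markers, but the value of 2.73 at the bell stage is the finding itself and no separate test. RNA from muscle is a candidate explanation for the muscle genes among those higher in the buccal part, Myod1, Myog, Myh1 and Myh7 among them. In the undivided mesenchyme, 8 of 11 markers were lower than in both parts at the cap stage and 11 of 11 at the bell stage, where their mean log2 CPM was 0.86 against 3.20 in Bell-L and 5.82 in Bell-B. The bell parts therefore held muscle RNA that the undivided libraries mostly lacked.

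Xist was higher in Cap-B than in Cap-L, with a log2 fold change of 0.82 (standard error 0.072, edgeR adjusted p = 3.37e-08), and in Cap-B+2D than in Cap-L+2D, at 0.78 (edgeR adjusted p = 8.56e-15). Between Bell-L and Bell-B the difference was 0.058 (edgeR adjusted p = 0.161). A larger share of female germs in the buccal libraries would lower the Y-linked genes there, but the 4 Y-linked genes had a mean log2 fold change of 0.12 toward Cap-B. This test speaks against a larger share of female germs in Cap-B. After culture the direction was the other one in 3 of the 4 genes: Ddx3y (-0.19, edgeR adjusted p = 0.00112), Uty (-0.22, edgeR adjusted p = 0.00499) and Eif2s3y (-0.026, edgeR adjusted p = 0.705) were lower in Cap-B+2D, Kdm5d was at 0.097 (edgeR adjusted p = 0.133), and the mean was -0.083 (camera adjusted p = 0.855). A larger share of female germs in Cap-B+2D was therefore not ruled out. No other explanation was tested, so a technical source and a biological one cannot be told apart.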

How the results depend on the processing

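The scaling of the supplementary tables was chosen only after the results were seen, unlike the other tests of this part. The numbers of differentially expressed genes stayed within 1.5 times the values given under RLE normalization, DESeq2, no filter on low counts, at least 10 counts in every library, the replicate block and the fit without the 100 most abundant genes, in all 4 comparisons. Both interactions and the genes shared by the 3 comparisons of the parts did so as well where these alternatives gave a value. With all 24 libraries in 1 fit, the calls rose to 2023 at the cap stage and 3864 at the bell stage, and the interactions fell to 2581 genes with stage and 4048 with culture. The cause was not tested.

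At an unadjusted p under 0.05, 1436 genes were higher at the cap stage. Without a limit on the fold, the calls between the parts were 4268 lingual and 4478 buccal at the cap stage, 4094 lingual and 3752 buccal at the bell stage and 5840 lingual and 5729 buccal after culture, with 1382 and 1278 shared by all 3. With an absolute log2 fold change above 1, they were 641 lingual and 1121 buccal, 494 lingual and 605 buccal, and 1238 lingual and 1346 buccal, with 148 and 270 shared, and 295 genes were higher at the cap stage. The scaling of the supplementary tables, chosen after the values were seen, gave 587 genes at the cap stage and 2916 lingual genes of the cap stage parts.

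With each library left out in turn, the calls ranged from 431 to 948 at the cap stage and from 1327 to 2112 at the bell stage. In the comparisons of the parts, the interactions and the shared genes, every such fit stayed within 1.5 times the value given. The lowest count at each stage came without cap replicate 3.

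With the replicate number as a block, the calls were 842 and 1949 between the stages, 1445 lingual and 2117 buccal at the cap stage, 1471 lingual and 1288 buccal at the bell stage, and 2652 lingual and 2621 buccal after culture. The block left the shared genes at 486 and 531 and the interactions at 6879 and 7866. The pairing was checked by the correlation, across genes, of the deviations of same-numbered libraries from their group means. Over 20018 genes it averaged 0.08 between the stages, -0.033 at the cap stage, 0.033 at the bell stage and 0.015 after culture. Over 7222 abundant genes it averaged 0.116, -0.184, 0.094 and 0.11.

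Among the gene sets, muscle contraction between the parts at both stages, extracellular matrix organization and collagen formation between the stages, and the odontogenesis genes at the cap stage kept their direction and stayed past the threshold under all alternatives run. With camera's correlation estimated from the data, sets no longer past the threshold were ion channel transport (0.46), VEGF signaling (0.33), bone markers (2.16) and endothelium markers (1.17) between the stages, and the odontogenesis genes at the bell stage (-0.081). After culture they were the odontogenesis genes (-0.82), R-spondins (-0.94), G2/M genes (0.35), mitotic cell cycle (0.12) and Wnt antagonists (-0.28). The means do not change in this alternative.

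With DESeq2, sets newly past the threshold were axon guidance between the stages (0.26), extracellular matrix organization (0.094) and Wnt antagonists (0.015) at the cap stage, and S phase genes (0.19), apoptosis (-0.33) and TGF-beta signaling (-0.086) after culture. The bone markers of the bell stage (-0.064) also passed it, on the lingual side. The means that changed sign with DESeq2 were those of BMP signaling (-0.052), FGFR signaling (-0.022) and bone markers (-0.064) at the bell stage and BMP signaling after culture (-0.14).

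Without a filter on low counts, axon guidance between the stages (0.28) and, after culture, S phase genes (0.19), apoptosis (-0.33), TGF-beta signaling (-0.084) and Wnt signaling (-0.15) passed the threshold. The bone markers of the bell stage (-0.060) did so as well, on the lingual side. The sign changed for Wnt antagonists at the cap stage (-0.0064), for BMP signaling (-0.048), FGFR signaling (-0.020) and bone markers (-0.060) at the bell stage, and for BMP signaling after culture (-0.13).

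With all 24 libraries in 1 fit, extracellular matrix organization at the cap stage (0.076) and S phase genes after culture (0.19) passed the threshold, and the epithelium markers at the bell stage (-0.50) no longer did. The sign changed at the bell stage for Wnt antagonists (-0.00040), FGFR signaling (-0.022) and bone markers (-0.065). With at least 10 counts in every library, the sign changed for FGFR signaling at the cap stage (0.042) and TGF-beta signaling at the bell stage (-0.030), and the Wnt antagonists after culture (-0.28) fell below the threshold, as they did with the replicate block (-0.28). Without the 100 most abundant genes, BMP signaling after culture was -0.0026. For these changes the cause was not tested.

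Under the scaling of the supplementary tables, which shifts all log2 fold changes of a comparison by 1 constant, the sign changed at the cap stage for extracellular matrix organization (-0.079), Wnt antagonists (-0.16), BMP signaling (-0.076) and Msx1 (-0.10), and at the bell stage for Chrd (0.011). TGF-beta signaling at the cap stage (-0.26) passed the threshold, and the Wnt antagonists after culture (-0.21) no longer did.

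Over the fits that each left out 1 library, set means whose side of the threshold or sign changed ranged from 0.13 to 0.31 for axon guidance between the stages, from 0.11 to 0.14 for extracellular matrix organization and from -0.015 to 0.0040 for FGFR signaling at the cap stage, from -0.019 to 0.019 for Wnt antagonists, from -0.032 to 0.0092 for FGFR signaling and from -0.0015 to 0.058 for bone markers at the bell stage, and, after culture, from 0.18 to 0.20 for S phase genes, from -0.29 to -0.28 for apoptosis, from -0.31 to -0.26 for Wnt antagonists and from -0.012 to 0.017 for BMP signaling.

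The share of genes with the undivided mesenchyme between the parts was 76.4% at the cap stage and 73.2% at the bell stage. It fell to 55.3% and 57.4% without a margin, was 70.1% and 77.4% with a fold limit of 0.5, and was 71.3% at the bell stage without the 100 most abundant genes. The share for the bell stage ranged from 69.3 to 75.3% with each library left out.

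Of 198 results for single genes, 183 kept their call in every fit that left out 1 library, 6 became weaker, 5 stronger and 4 reversed in at least 1 fit. The 4 that reversed lay near 0: Nog after culture (from -0.036 to 0.065), Chrdl2 from Cap-B to Bell-B (from -0.024 to 0.13), and the interactions with culture of Rspo1 (from -0.047 to 0.043) and Hand2 (from -0.015 to 0.23). The Rspo1 interaction also changed sign under RLE normalization (0.0019), DESeq2 (0.0027), no filter (0.0082) and all 24 libraries in 1 fit (0.032). DESeq2 made 2 gene results stronger and 3 weaker, the fit without a filter 3 and 2, the fit of all 24 libraries 3 and 6, and the replicate block 2 and 2. RLE normalization made 1 weaker, the fit without the 100 most abundant genes 1 weaker, and the scaling of the supplementary tables 4 stronger and 1 weaker, with 2 reversed. With at least 10 counts in every library, 167 gene results could be computed and all 167 kept their call.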

Differences from the paper's values

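Of 118 values of the supplementary tables that were also computed here, 42 differed, 3 of them counts and 39 of them log2 fold changes. The alternatives set before the data were examined include the fits that each left out 1 library. A gap is called closed where the value no longer counted as differing from the paper's, which for counts means within 1.5 times. Part of the gap, or most of it, can then remain. The scaling of the supplementary tables was chosen after seeing the values and was built from those tables, so it is no independent check.

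For genes higher at the cap stage, the count was 882 here against the paper's 478. Of the alternatives set before the data were examined, 4 of 6 fits that left out 1 library, with 431 to 582 genes, came within 1.5 times the paper's count, and no other did. The scaling chosen after seeing the values gave 587, which closed the gap.

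For the lingual part at the cap stage, the count was 1467 here against the paper's 2223. Of the alternatives set before the data were examined, no filter on low counts (1734) and an unadjusted p under 0.05 (1571) came within 1.5 times the paper's count. So did 2 of 6 fits that left out 1 library (1485 and 1489), which left most of the gap. The others did not. The scaling chosen after seeing the values gave 2916, also within 1.5 times.

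For the buccal part at the cap stage, the count was 2144 here against the paper's 1132. An absolute log2 fold change above 1 gave 1121 and closed the gap. No other alternative set before the data were examined did, and the scaling chosen after seeing the values gave 1540, within 1.5 times.

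For 7 of the log2 fold changes, all libraries of one group were at or under the floor, so the fold here is a lower bound and no measured fold: Hand2os1 between the undivided stages (at least 194-fold here, the paper's 624-fold), Hand2 between the undivided stages (at least 138-fold here, the paper's 329.5-fold), Ly6d between the undivided stages (at least 82.9-fold here, the paper's 121-fold), Sim1 at the bell stage (at least 71.5-fold here, the paper's 135-fold), Shh after culture (at least 15.2-fold here, the paper's 44.4-fold), Krt13 after culture (at least 1201-fold here, the paper's 2070-fold) and Krt4 after culture (at least 629.6-fold here, the paper's 905-fold). None of these bounds lay above the paper's fold, so none counts as differing.

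At the cap stage, genes higher in the lingual part whose log2 fold changes differed were Mmp9 (-1.54 here, the paper's -1.75), Foxf2 (-1.61 here, the paper's -1.81), Alx4 (-1.76 here, the paper's -1.96), Runx2 (-0.85 here, the paper's -1.06), Fgfr2 (-0.84 here, the paper's -1.05), Eda (-1.19 here, the paper's -1.39), Tgfb3 (-1.13 here, the paper's -1.34), Wnt2 (-0.97 here, the paper's -1.18), Fst (-2.43 here, the paper's -2.64), Rspo1 (-0.38 here, the paper's -0.59), Rspo3 (-1.44 here, the paper's -1.64), Chrdl2 (-1.12 here, the paper's -1.31) and Nr5a2 (-5.17 here, the paper's -5.34). Higher in the buccal part were Tgfb2 (2.11 here, the paper's 1.90), Osr2 (0.96 here, the paper's 0.76), Thy1 (2.34 here, the paper's 2.13), Nrg1 (1.86 here, the paper's 1.64), Nrp1 (1.37 here, the paper's 1.17), Sema3c (1.55 here, the paper's 1.33), Sema5b (2.17 here, the paper's 1.95), Sox10 (1.57 here, the paper's 1.35), Rspo2 (1.19 here, the paper's 0.98), Chrd (0.83 here, the paper's 0.62), Epha6 (5.53 here, the paper's 5.13), Tbx18 (5.05 here, the paper's 4.83) and Kera (5.01 here, the paper's 4.78). Of the alternatives set before the data were examined, none closed these gaps, except that 2 of 6 fits that left out 1 library did so for Chrdl2. The scaling chosen after seeing the values, a shift of -0.20, closed all of them.

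At the bell stage, the values that differed were Col8a1 (-1.55 here, the paper's -1.48), Postn (-1.39 here, the paper's -1.33) and Rspo2 (0.45 here, the paper's 0.51). Of the alternatives set before the data were examined, none closed these gaps, except 1 of 6 fits that left out 1 library for Rspo2. The scaling chosen after seeing the values, a shift of 0.064, closed them. The value of Hand2 (-5.16 here, the paper's -4.61), with at most 5 counts in any Bell-B library, differed as well. For it, 2 of 6 fits that left out 1 library closed the gap and no other alternative did.

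After culture, the values that differed were Tgfb3 (-1.48 here, the paper's -1.41), Fst (-2.09 here, the paper's -2.02), Grem1 (-0.79 here, the paper's -0.72), Bmp2 (-2.22 here, the paper's -2.15), Wnt11 (-1.67 here, the paper's -1.60) and Wif1 (-1.37 here, the paper's -1.30). The scaling chosen after seeing the values, a shift of 0.074, closed these gaps. Of the alternatives set before the data were examined, only fits that left out 1 library did so: Tgfb3 in 1 of 6, Grem1 in 2 of 6, Bmp2 in 2 of 6, Wnt11 in 2 of 6 and Wif1 in 2 of 6.

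After culture, values also differed for Eda (-0.92 here, the paper's -0.85) and Rspo3 (-0.81 here, the paper's -0.74). Eda no longer counted as differing with RLE normalization, no filter on low counts or at least 10 counts in every library. Nor did it with all 24 libraries in 1 fit or the replicate block. These gave from -0.916 to -0.908, so most of the gap remained. Of the fits that left out 1 library, 3 of 6 no longer counted as differing, and all 6 ranged from -0.937 to -0.896. With DESeq2 and without the 100 most abundant genes, Eda still differed. Rspo3 no longer counted as differing with at least 10 counts in every library (-0.803), which left most of its gap, and in 3 of 6 fits that left out 1 library. It still differed under the other alternatives set before the data were examined. The scaling chosen after seeing the values closed both gaps. Also different was Dsg3 (-6.95 here, the paper's -6.56), with at most 5 counts in any Cap-B+2D library. Of all alternatives, only 1 of 6 fits that left out 1 library closed its gap.

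All 39 of these log2 fold changes have the paper's direction. The paper names type 2 collagen among genes that rise at the bell stage, and Col2a1 was lower there (-2.87). The paper names Sp7 as higher at the bell stage. It had that direction (1.01) but was not called. DESeq2, no filter on low counts, all 24 libraries in 1 fit and the replicate block each called it, and so did the fits without cap replicate 1 and without cap replicate 2. Hand1, which the paper names at the cap stage, and Wt1, which it names in the buccal part of the bell stage, fell below the filter on low counts. Without that filter both were called in the paper's direction, at -4.44 and 3.23.

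From earlier in situ hybridization, the paper places Osr2, Dkk2 and Sfrp2 in the lingual part at the cap stage. All 3 were higher in the buccal part (0.96, 0.45 and 0.38), of which only Osr2 passed the limit on the fold. For Osr2, the paper's text on its RNA-seq and its value above also give the buccal part. On Runx2, its text names the buccal part while the legend of Fig. 2 names the lingual part, and Runx2 was higher in the lingual part (-0.85).

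The paper places Wnt inhibition in the lingual part and BMP signaling in the buccal part. At the cap stage the Wnt antagonists had a mean of 0.041, not past the threshold, and the BMP pathway had a mean of 0.13. No filter on low counts (-0.0064) and the scaling chosen after seeing the values (-0.16) put the Wnt antagonists on the lingual side, neither past the threshold. DESeq2 kept their mean on the buccal side and placed them past the threshold. After culture they were on the lingual side (-0.28). No setting moved the BMP pathway past the threshold.

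The paper lists Dkk3 as raised in the cultured lingual part, and it was higher in the cultured buccal part (0.39). Rspo1, which the paper gives as upregulated in the lingual part, had that direction at the cap stage (-0.38) and after culture (-0.38), under the limit on the fold. It was higher in the buccal part at the bell stage (0.15), also under the limit. Without that limit it was called in all 3 comparisons, and the scaling chosen after seeing the values (-0.59) called it at the cap stage.

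The paper lists Fst, Grem1, Chrdl2 and Noggin as raised in the cultured buccal part. All 4 rose there from Cap-B (1.78, 2.02, 1.25 and 2.03). Against the cultured lingual part, Fst (-2.09) and Grem1 (-0.79) were lower, and Chrdl2 (-0.14) and Nog (0.022) were not called. From stained PCNA and cleaved Caspase-3 in mesenchymal cells, and from GO terms, the paper assigns proliferation to the cultured lingual part and apoptosis to the cultured buccal part. RNA of a whole library is another measure than protein in mesenchymal cells. In RNA, the G2/M genes were higher in the buccal part (0.35), but not past the threshold with camera's correlation estimated from the data. The apoptosis pathway had a mean of -0.29, not past the threshold. DESeq2 (-0.33), no filter on low counts (-0.33) and 2 of 6 fits that left out 1 library put apoptosis past it on the lingual side.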

Other observations

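The tests of scaling against the supplementary tables, of a shared pool of germs, of genes raised in 1 library of the undivided mesenchyme, and of the epithelium markers in bell replicate 3 were chosen after the results were seen. Those of tissue in the undivided mesenchyme and of other splits of the libraries were chosen before.

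Other splits of the 6 libraries of a comparison were compared with the real one. With 3 libraries against 3 there are 10 splits, of which 4 part all same-numbered libraries. The lowest possible share, 1 of 4, is too large to rule out that a grouping arose by chance. In each comparison, 1 of those 4 splits, the real one, called as many genes. The other splits called 0 genes, while at an unadjusted p under 0.05 they gave from 113 to 1121 genes between the stages, from 121 to 346 at the cap stage, from 188 to 799 at the bell stage and from 104 to 427 after culture. The other 6 splits each leave 2 same-numbered libraries together on 1 side. Of 256 combinations of splits over the 3 comparisons of the parts, 1 of 256, the real one, shared as many genes, and the most that another shared was 34. Those 34 came from the real splits with sides swapped. Since the other splits called 0 genes, a combination that holds any of them could share none. The 1 of 256 therefore adds nothing to the splits of the single comparisons.

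If the undivided mesenchyme held other tissue than the parts, its level would lie outside the parts for many genes. Among genes that differ by more than 1 log2 between the parts, the undivided mean lay between the parts, with a margin of 0.25 log2, in 76.4% of 1762 genes at the cap stage and 73.2% of 1099 at the bell stage. Without a margin the shares were 55.3% and 57.4%. The explanation was not ruled out for the genes outside the parts. At the bell stage these include all 11 muscle markers, which were lower in the undivided mesenchyme than in both parts, and Tbx15, at 1.77 normalized CPM against 19.6 in Bell-L and 105 in Bell-B.

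The log2 fold changes of the supplementary tables differed from those here by a median of 0.097 between the stages, -0.20 at the cap stage, 0.064 at the bell stage and 0.074 after culture. A different scaling between the groups would give 1 constant per comparison. The SD of the difference over abundant genes was 0.026, 0.0023 and 0.0013 in the first 3 comparisons, which is consistent with a constant, and 0.056 after culture, which is over the 0.05 set for a constant. All genes of the tables that were tested here had the same direction. Called here were 439 of 467 tested genes of Supplementary Table 1, 1938 of 2200 of Supplementary Table 2, 1255 of 2153 of Supplementary Table 3, 1050 of 1050 of Supplementary Table 4, 976 of 976 of Supplementary Table 5, 948 of 1054 of Supplementary Table 6 and 1587 of 1587 of the available part of Supplementary Table 7.

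The 3 libraries of each lingual and buccal group differed little. The median over genes of the chi-square relative to counting noise was from 1.24 to 4.28 in 18 pairs of libraries of the parts and from 3.39 to 19.6 in 6 pairs of the undivided mesenchyme. If the 3 libraries of a group shared a pool of germs, Xist, which follows sex, would vary little among them. Its coefficient of variation was at most 13.5% in the groups of parts and 30.8% and 94.1% in the undivided groups. A shared pool may therefore be a source of the small spread, and p values between the parts could then understate the spread between litters. The paper's methods state both triplicates and 2 biological replicates.

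In cap replicate 2 of the undivided mesenchyme, 5 genes called higher at the cap stage were over 3-fold above both other libraries, against 0 and 0 for the other cap libraries. They are Alx1, Hand2, Hand2os1, Hdnr and Hpse2, named after their values were seen, and all 5 were higher in the lingual part at the cap stage. In replicate 3 they were also above replicate 1, with 11.7 against 1.00 CPM for Hand2os1, 13.2 against 4.01 for Alx1, 8.01 against 3.12 for Hand2, 5.23 against 0.668 for Hdnr and 2.55 against 0.556 for Hpse2, so the content was graded over the 3 libraries and not limited to 1 of them. All 5 were above all 6 libraries of the cap stage parts in replicate 2, which speaks against a larger share of the lingual part as the source. No biological explanation was tested.

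Among all 20940 genes tested between the stages, 439 were over 3-fold above both others in cap replicate 1, of which 369 are pseudogenes and 38 code for proteins, and 174 in bell replicate 3, of which 166 code for proteins. The other 4 undivided libraries had from 2 to 21 such genes. In bell replicate 3 the 14 epithelium markers averaged 1.56 log2 CPM above the higher of the other bell libraries, so RNA from epithelium in that library is a candidate source of genes such as Krt13 among those higher at the bell stage. No test was run for the pseudogenes of cap replicate 1.

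Between the undivided stages, the macrophage markers rose by a mean log2 fold change of 2.41 in 10 of 10 genes, the endothelium markers by 1.17 in 9 of 9 and the bone markers by 2.16 in 7 of 7 (camera adjusted p = 6.06e-27, 3.29e-11 and 2.01e-06). The G2/M genes fell by 0.37 on the log2 scale, with 50 of 54 higher at the cap stage (camera adjusted p = 3.26e-08).

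After culture the endothelium and macrophage markers were higher in Cap-L+2D, with mean log2 fold changes of -1.13 in 9 of 9 genes and -0.63 in 10 of 10 (camera adjusted p = 8.86e-12 and 0.00017), and so were the 8 bone markers, at -1.94 (camera adjusted p = 6.73e-33).

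B2m, the reference gene of the paper's RT-qPCR, was not constant in the RNA-seq data. It rose from 38.7 ± 6.45 (SD, n = 3) normalized CPM at the cap stage to 115 ± 11.2 (SD, n = 3) at the bell stage (log2 fold change 1.56, edgeR adjusted p = 0.000689), and was higher in Cap-L+2D than in Cap-B+2D (log2 fold change -0.58, edgeR adjusted p = 6.95e-12). Between the parts it changed by -0.12 at the cap stage and -0.21 at the bell stage, both under the limit on the fold.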
